# DNA double strand break repair in *Escherichia coli* perturbs cell division and chromosome dynamics

**DOI:** 10.1371/journal.pgen.1008473

**Published:** 2020-01-02

**Authors:** Martin A. White, Elise Darmon, Manuel A. Lopez-Vernaza, David R. F. Leach

## Abstract

To prevent the transmission of damaged genomic material between generations, cells require a system for accommodating DNA repair within their cell cycles. We have previously shown that *Escherichia coli* cells subject to a single, repairable site-specific DNA double-strand break (DSB) per DNA replication cycle reach a new average cell length, with a negligible effect on population growth rate. We show here that this new cell size distribution is caused by a DSB repair-dependent delay in completion of cell division. This delay occurs despite unperturbed cell size regulated initiation of both chromosomal DNA replication and cell division. Furthermore, despite DSB repair altering the profile of DNA replication across the genome, the time required to complete chromosomal duplication is invariant. The delay in completion of cell division is accompanied by a DSB repair-dependent delay in individualization of sister nucleoids. We suggest that DSB repair events create inter-sister connections that persist until those chromosomes are separated by a closing septum.

## Author summary

The bacterium *Escherichia coli* has a remarkable cell cycle where overlapping rounds of DNA replication can occur in a single generation between cell birth and division. This implies a complex coordination network between growth, genome duplication and cell division to ensure that the right number of genomes are created and distributed to daughter cells at all growth rates. This network must be robust to a number of unpredictable challenges. One such challenge is broken DNA, something that in *E*. *coli* is estimated to occur in ~20% of cell division cycles. In this work we perturb the *E*. *coli* cell cycle by elevating the frequency of repairable DNA double-strand breaks to ~100% of cell division cycles to determine which parameters of the cell cycle are conserved and which are changed. Our results demonstrate that this perturbation does not alter the average cell size at initiation of DNA replication or initiation of cell division. Furthermore, it does not alter the time taken to replicate the genome or the generation time. However, it does delay the segregation of the DNA to daughter cells and the completion of cell division explaining the increase in average cell size observed previously.

## Introduction

The presence of a 246bp interrupted DNA palindrome inserted at the *lacZ* locus of an otherwise wild-type *Escherichia coli* chromosome results in a chronic replication-dependent DNA double-strand break (DSB) that is efficiently repaired by homologous recombination with an unbroken sister chromosome [1]. This DSB is caused by the Mre11/Rad50 related endonuclease SbcCD cleaving a hairpin structure formed by the palindrome on one of a pair of sister chromosomes during DNA replication (Fig 1A). Cells undergoing this type of DNA double-strand break repair (DSBR) event are, on average, longer than control cells lacking either the palindrome or SbcCD [2]. This new cell length is accompanied by no detectable change in growth rate and a very small effect on cellular fitness (0.6% loss of fitness per generation) that is only detectable in co-cultivation experiments. Importantly, the observed increase in cell length is primarily due to an increase in unit cell size that is independent of the well-described DNA damage-induced inhibitor of cell division SfiA [2]. This DSB therefore acts as a defined perturbation of the cell cycle that maintains growth rate while altering cell size. It is also biologically relevant, with efficiently repaired replication-dependent DSBs estimated to occur in approximately 1 in every 5 normal *E*. *coli* cell division cycles [3] while palindrome-induced breaks occur at approximately 100% of replication cycles and therefore 100% of cell division cycles [4].

**Fig 1:**
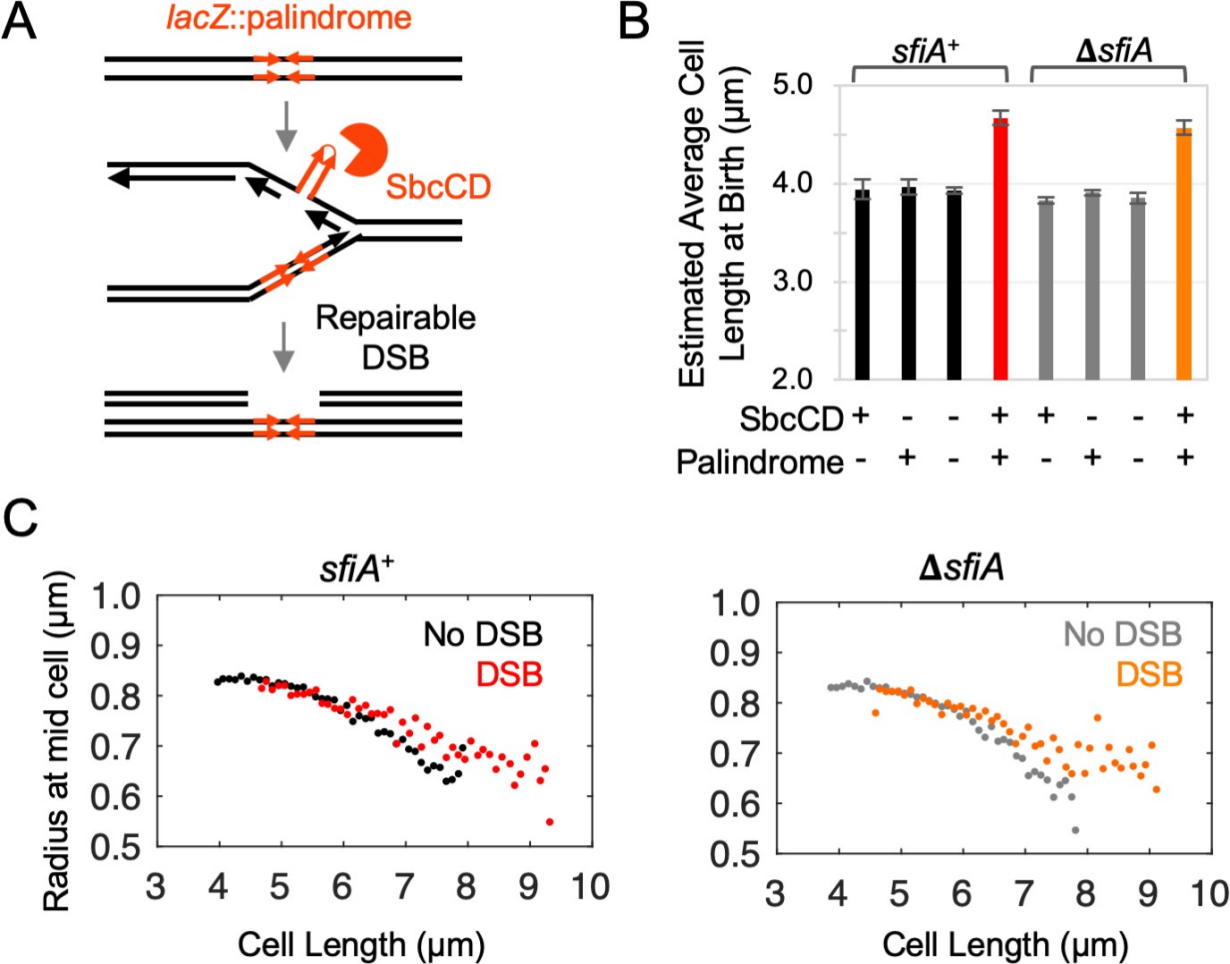
DSBR delays completion of cytokinesis without affecting the size control of its initiation. **A)** *E*. *coli* cells with an exogenous 246 bp interrupted DNA palindrome integrated into the *lacZ* gene of their chromosome undergo DNA double-strand break repair (DSBR) by homologous recombination once per replication cycle due to replication-dependent cleavage of the palindrome by the hairpin endonuclease SbcCD. **B)** Estimated average length at birth derived assuming an idealized population structure of cultures of cells undergoing DSBR (SbcCD^+^ *lacZ*::palindrome) and controls; n = 4, error bars show standard error of the mean. **C)** Radius of mid-cell (the location of cytokinesis) plotted as a function of cell length. Data from four independent cultures were aggregated and mid-cell radii averaged within 100 nm cell length. For both *sfiA*^+^ and Δ*sfiA* strains, the data from the three control strain backgrounds not undergoing DSBR (SbcCD^+^ *lacZ*^+^, SbcCD^-^ *lacZ*^+^ and SbcCD^-^ *lacZ*::palindrome) were averaged for clarity in the plots. No difference was detected between the three control strains in either *sfiA*^+^ or Δ*sfiA* genetic backgrounds.

*E*. *coli* has evolved a distinct cell cycle program where the generation (*i*.*e*. inter-division) time is not limited by the time required to replicate and segregate its genomes. This plasticity is achieved by the ability to initiate a new round of chromosomal DNA replication prior to completion of the previous round. This occurs in wild-type cells under fast growth conditions (mass doubling time less than ~ 60 min). It was initially observed by Cooper and Helmstetter, who termed the strategy “multi-fork replication” and proposed a simple model that provides a theoretical framework for understanding how *E*. *coli* can transition from a eukaryotic-like cell-cycle (one round of DNA replication within one cell division cycle) at slow growth rates to multi-fork replication at fast growth rates [5]. The underlying logic of this model is that replication initiates at regular intervals (defined by the generation time but independent of cell division) and that cell division occurs in a deterministic manner ~60 minutes following this event. Cooper and Helmstetter noted that this interval was longer than the time required for cells to complete chromosomal replication (the ‘C period’) and they named the remainder of this time the D period.

Based on a combination of measurements made in *E*. *coli* and *Salmonella typhimurium*, Donachie proposed that the underlying signal for periodic DNA replication initiation was the achievement of a critical cell mass [6], providing both a possible mechanism for coupling cell growth, genome duplication and cell division, as well as a plausible explanation for cell size homeostasis. Although doubt has been cast on the existence of a fixed critical cell mass for all growth conditions [7], the available data is consistent with cell-size regulated initiation of chromosomal DNA replication [8–10]. It is less clear however, whether or not (and if so, how) the events of replication initiation and cell division are causally linked [11–14].

By using a combination of whole genome sequencing, flow cytometry and imaging, we provide here a detailed analysis of the effect of a repairable DNA lesion on the cell cycle. We conclude that three key aspects of the DNA replication cycle (the average cell length at initiation of cytokinesis, the average cell length at initiation of DNA replication and the average duration of chromosomal replication) are maintained approximately invariant despite the perturbation of chronic DSBR. On the other hand, the individualization of nucleoids and the completion of cell division are delayed. We discuss two alternative, but not mutually exclusive, hypotheses for the impact of DSBR on the cell cycle. Either DSBR events in the current cell cycle are causing the delay in the current division event (inter-sister repair has an impact on inter-cousin segregation), or DSBR events create inter-sister chromosome connections that persist for several DNA replication cycles until those chromosomes are separated by a closing septum. The second hypothesis is more attractive, as it provides a plausible molecular explanation for both the impact of DSBR on nucleoid individualization and on cell division.

## Results

### DSBR delays completion of cytokinesis without affecting the size control of its initiation

Asynchronous cultures of *E*. *coli* cells were grown to exponential phase under conditions leading to an average mass doubling time of 17.4 min (S1A and S1B Fig), whereupon they were sampled for microscopy (S1C Fig). As previously reported, DSBR caused by the presence of a 246 bp interrupted DNA palindrome in cells expressing SbcCD (Fig 1A) resulted in a SfiA-independent increase in mean cell length (S1D Fig) without changing average mass doubling time (S1B Fig), [2]. Assuming an idealized population structure [7, 8, 15], S1E–S1G Fig), this translates to a SfiA-independent, DSBR-induced increase in average cell size at birth of approximately 18% (Fig 1B).

This DSBR-induced delay in cell division could be caused by either a delay in initiation of cell division, a delay in completion of cell division, or a combination of the two. *E*. *coli* are rod shaped cells that divide symmetrically to give two daughter cells. Progression of cytokinesis (septation) is therefore a function of cell radius at mid-cell [16]. *E*. *coli* cells exert cell size homeostasis and cell cycle control may be issued in response to either a time or size-dependent signal (see introduction).

Contrary to expectations for a perturbation that delays cell division, plotting cell radius at mid-cell as a function of estimated time since birth (S1H Fig) indicates that septation initiates relatively earlier in the cell division cycle in cells undergoing DSBR as the two curves diverge from cell birth. In contrast, plotting cell radius at mid-cell as a function of measured cell length (Fig 1C) indicates that DSBR affects cell division late in the septation process, once cells reach a length of ~6 μm. This indicates that septation initiation is either directly or indirectly initiated by a cell size-dependent mechanism (as opposed to, for example, time since cell birth S1H Fig) and that DSBR has no effect on septation initiation. Due to the structure of the population (there are twice as many new-born cells as cells about to divide), the data corresponding to the end of the cell division cycle are noisier than the data corresponding to the start of the cell division cycle (Fig 1C). As a result of this noise, it is not possible with the current dataset to distinguish whether the delay in completion of septation is due to a pause in septation and/or a decrease in the rate of septation.

### DSBR alters the chromosomal DNA replication profile without affecting the size control of replication initiation or the time required to complete DNA synthesis

Since DSBR is occurring on chromosomal DNA and chromosomal DNA is known to have the capacity to interfere with cytokinesis, we hypothesized that DSBR perturbs the chromosome cycle (replication initiation, completion and/or segregation).

#### DSBR does not affect the cell size control of initiation of chromosomal DNA replication

Initiation of chromosomal DNA replication in *E*. *coli* is a cell size regulated process [6, 7, 10, 17]. To test if DSBR affects initiation of chromosomal DNA replication, cells were grown under the same conditions used above and the per-cell copy number of the origin of replication *oriC* was measured by ‘replication runout’ [7]. The observed DSBR-dependent increase in the relative proportion of cells in the asynchronous population that had initiated replication at the time of sampling (Fig 2A) indicated that DSBR caused chromosomal DNA replication to be initiated (on average) earlier in the cell division cycle. As observed for initiation of cytokinesis (above), this may or may not be due to the DSBR-dependent increase in average size at birth. The estimated average cell length at replication initiation (Fig 2B) can be calculated using both the estimated average size at birth (Fig 1B, above) and the measured relative fraction of the cell division cycle at which replication initiation occurs (age at initiation, A_i_, Fig 2A, [7]). This confirms that chromosomal DNA replication is initiated directly or indirectly by a size-dependent mechanism and indicates that DSBR does not affect this process (Fig 2B). For cells growing at the same average rate, initiating DNA replication at the same average size but dividing at a larger average size implies extending the time between initiation of DNA replication and completion of cell division (referred to as C+D time in the Cooper-Helmstetter model for the *E*. *coli* cell cycle), and this is indeed the case here where C+D is extended by 3.5–4 min in cells undergoing DSBR (Fig 2C). Assuming a baseline of the average division length of the control cells, the measured extension to C + D time predicts an average birth length of 4.63 μm and 4.57 μm for *sfiA*^+^ and Δ*sfiA* genotypes undergoing DSBR. This is in close agreement with the estimated average length of birth derived from the observed mean length and assuming an ideal population structure (4.67 μm and 4.52 μm for *sfiA*^+^ and Δ*sfiA* genotypes undergoing DSBR, see above, Fig 1B), demonstrating that the increased cell size caused by DSBR can, within the accuracy of the experiments, be accounted for by the increased time taken between initiation of replication and cell division.

**Fig 2:**
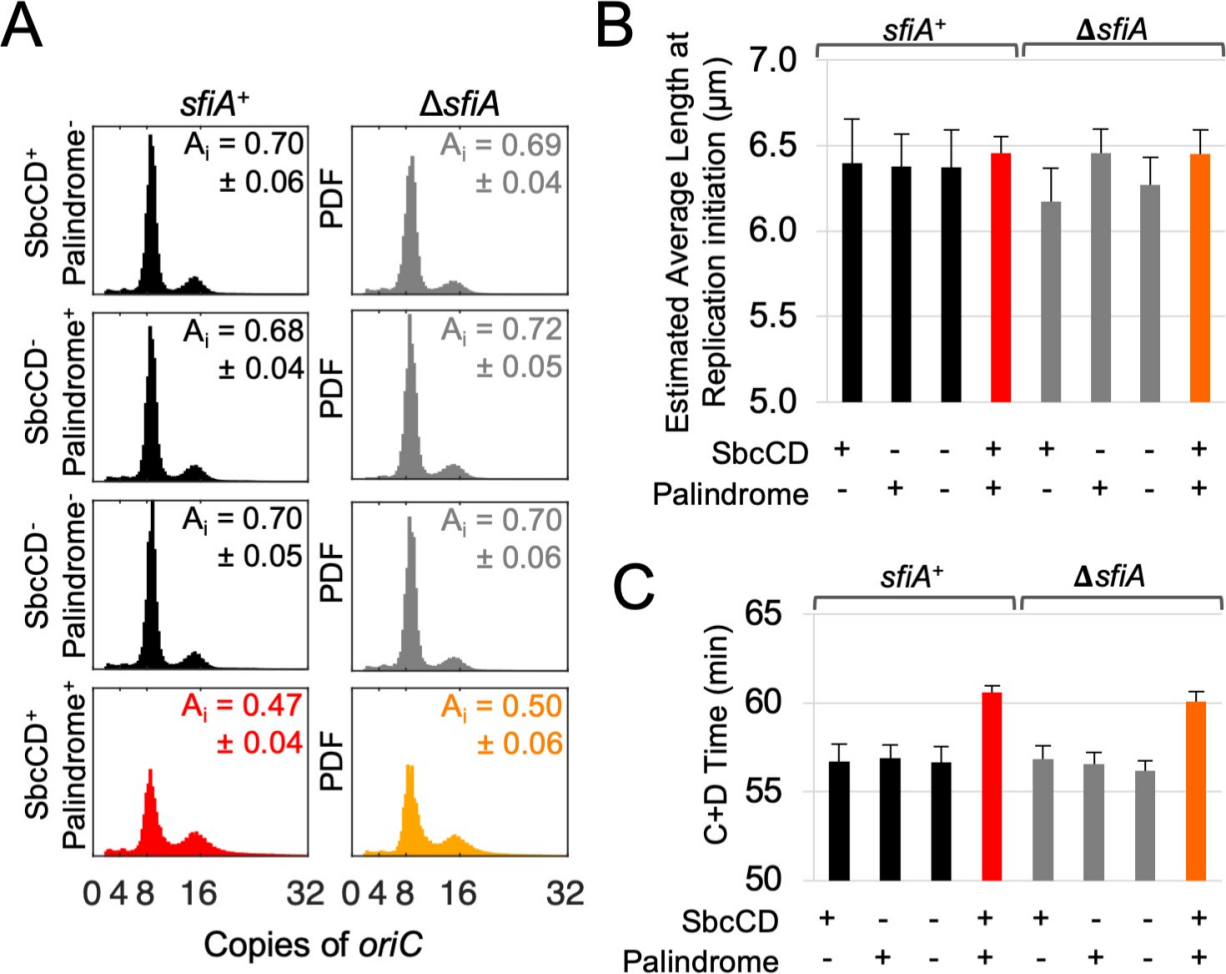
DSBR does not affect the cell size control of initiation of chromosomal DNA replication. **A)** Distribution of the copy number of the single chromosomal origin of replication (*oriC*) in cells isolated from asynchronous, exponentially growing cultures of *E*. *coli* as ascertained by replication runout. Shown are representative results from three independent experiments for each strain. Data are normalized as Probability Distribution Functions (PDFs). Insert of each panel shows the estimated relative cell age at replication initiation (A_i_), +/- the standard error of the mean. **B)** Estimated average cell length at initiation of chromosomal DNA replication calculated using the measured average copy number of *oriC* from three independent experiments and the estimated average cell length at birth (Fig 1B). **C**) C+D time (a component of the Cooper-Helmstetter model) calculated using the average mass doubling time for all strains (S1B Fig) and the average cellular *oriC* copy number for each strain (**A**). For B and C, error bars show standard error of the mean.

#### DSBR changes the profile of chromosomal DNA replication

The observed delay in cell division relative to the initiation of DNA replication led us to investigate how DNA replication is perturbed by DSBR and in particular whether it takes longer to replicate genomes undergoing DSBR. Under the fast growth conditions used here, *E*. *coli* cells are continuously replicating their circular chromosomal DNA throughout the cell division cycle. The relative abundance of chromosomal loci across the genome in asynchronous cultures of *E*. *coli* cells is a function of the rate of replication and the generation time [18], with loci proximal to the origin of replication (*oriC*) being more abundant than loci close to the replication terminus. Marker frequency analysis (MFA) revealed this to be true for cultures of cells undergoing DSBR and controls (Figs 3A and S2A). 

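Marker frequency analysis counts how often each position of the chromosome is read when the DNA of a whole culture is sequenced, so that loci replicated early are read more often than loci replicated late. The DNA came from 12 exponentially growing cultures, 3 of each of 4 strains, and from 3 stationary-phase cultures of the SbcCD+ *lacZ*+ strain. The strain undergoing DSBR (SbcCD+ *lacZ*::palindrome) carries the 246 bp palindrome and an intact SbcCD nuclease, and the 9 cultures of the other strains (SbcCD+ *lacZ*+, SbcCD- *lacZ*+ and SbcCD- *lacZ*::palindrome) are the controls. The methods give an OD_600nm_ between 0.25 and 0.3 for the exponential cultures, whereas the sample labels give 0.2 to 0.25. The authors aligned the reads to the draft genome of the SbcCD+ *lacZ*+ strain (DL1777) and deposited the coverage of each of its 4625919 bp without normalization, with 0.1 in place of 0 at bases without a read. Mean coverage per culture ranged from 422 to 722 reads per base. Following the methods, each base was divided by the total of its culture and then by the mean of the 3 stationary-phase cultures scaled the same way. Bases without a read in the exponential culture were left out. No genome sequence was used here to place the loci. The position of *lacZ*, 365509, is the lowest base of the notch that the palindrome leaves in the coverage, and *oriC* at 3909802 follows from the distance of 1081626 bp given in the methods. The positions of *dif* (1572714), TerA (1342720) and TerB (1661881) were read from the marks in Figs 3B and 3D, where 1 pixel spans 6.67 kb and 1.67 kb respectively. DSBR and control cultures were compared with exact two-sided permutation tests over the 220 ways to choose 3 of the 12 cultures, which cannot give a p below 0.00455. Deviations from the strain means in 10 kb bins correlated between cultures with the same replicate number (mean Pearson r = 0.296 over 18 pairs of cultures, against -0.152 over the 36 pairs with different numbers), and 4 of the 216 ways to renumber the cultures gave a mean r as high. The main comparisons are therefore also given with the replicate number as a block, for which 64 arrangements allow no p below 0.0156. A permutation test of the spread among all 4 strains over 15400 arrangements, called the 4-strain test, accompanies the main comparisons. Other comparisons carry the test over 220 arrangements only, unless stated.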

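The mean normalized depth in the 100 kb around *oriC* was 3.01 ± 0.145 (SD, n = 3 cultures) times that in the 100 kb around *dif* in SbcCD+ *lacZ*+ cultures. The ratio was 2.97 ± 0.0958 (SD, n = 3) in SbcCD- *lacZ*+ cultures and 2.97 ± 0.0501 (SD, n = 3) in SbcCD- *lacZ*::palindrome cultures. In cultures undergoing DSBR it was 2.79 ± 0.0928 (SD, n = 3), a log2 change of -0.096 against the 9 controls (exact permutation test, two-sided p = 0.00909, and p = 0.0313 with the replicate block). Of the 3 DSBR cultures, 2 lay below every control culture. The 4-strain permutation test gave p = 0.0982. The change moved most when 1 culture at a time was left out, from -0.12 to -0.074, and the highest p among these exact tests was 0.0909.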

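The copy number change was measured in 463 bins of 10 kb as the log2 normalized depth of the cultures undergoing DSBR minus the mean of the 3 control strains, with limma fitted to all 12 exponential cultures. By limma's test with Benjamini-Hochberg adjustment, 80 bins (17.3%) passed an adjusted p of 0.05, of which 14 were higher and 66 lower in DSBR cultures, and 151 bins passed at an unadjusted p of 0.05. With the replicate number as a block in the model, 115 bins (24.8%) passed. The size of the bins and the scaling moved this share most. In 1 kb bins, 123 of 4625 bins (2.66%) passed. With 10 kb bins and each culture scaled by its median depth in place of its total, 124 bins passed and 51.6% of them were higher, against 17.5% in the first fit. Scaled by the mean of the 100 kb around *oriC*, 13 bins passed. Among the 3 control strains, 1 bin differed by limma's F test (0.216% of the bins), or 2 at an unadjusted p of 0.05. That bin, 410001 to 420000, is also the largest rise in DSBR cultures, with a log2 change of 1.63 (SE 0.244, limma adjusted p = 0.0010). It holds the *sbcDC* deletion of the 6 SbcCD- cultures, seen in the coverage from 411947 to 416080, and against SbcCD+ *lacZ*+ cultures as the only control its log2 change was -0.17. Neighbouring bins are not independent. In simulated depth with 46 of the 463 bins changed, limma recovered 78.3% of the changes of 0.1 log2 and 23.9% of those of 0.05 log2, so smaller changes in single bins were mostly not detectable.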

DSBR-dependent changes in copy number across the genome (a combination of both genome-wide changes in DNA replication and local DNA processing that occurs at the site of the DSB) was revealed by normalizing the plots for cultures undergoing DSBR to controls (Figs 3B and S2B).

**Fig 3:**
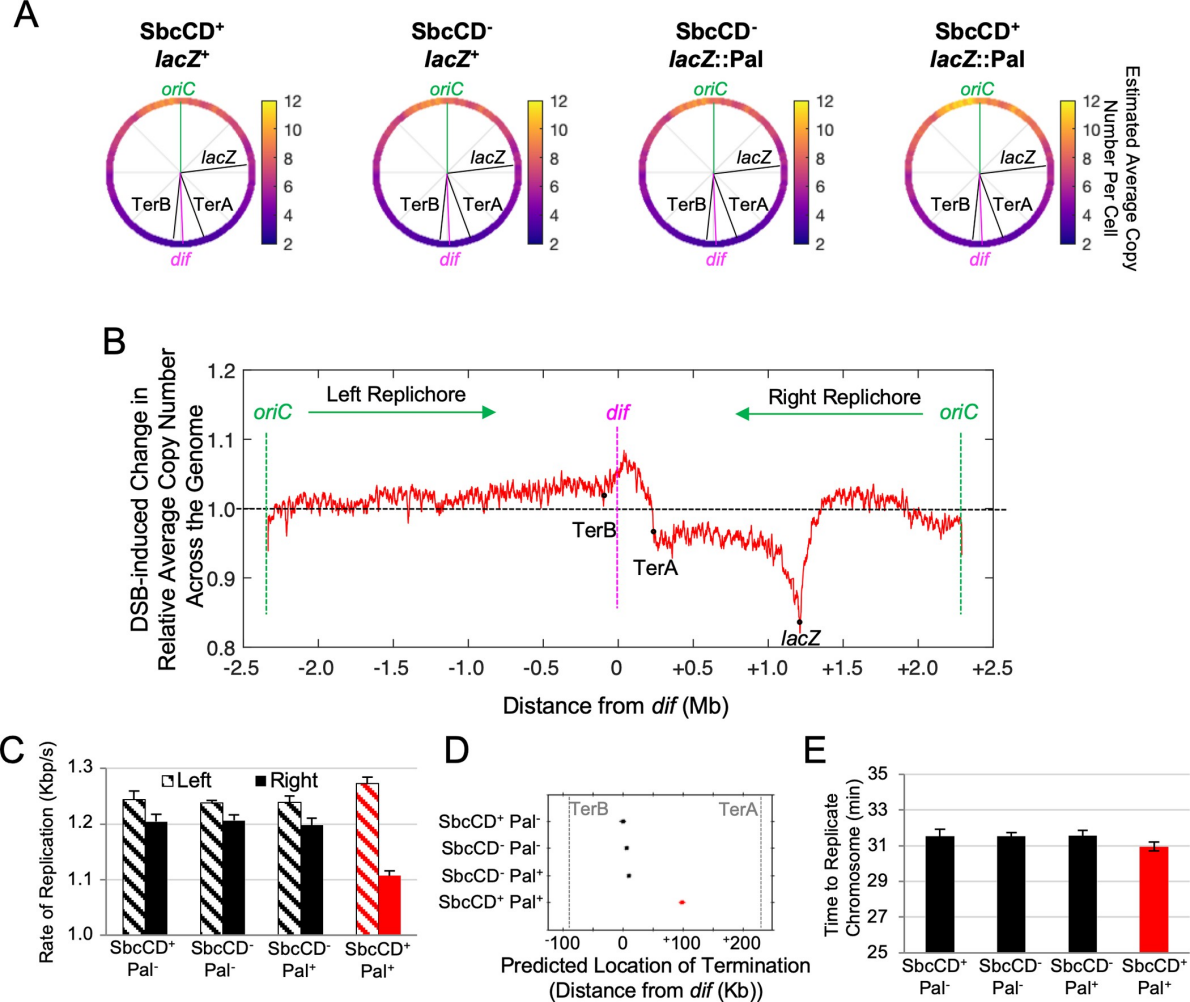
DSBR alters the chromosomal DNA replication profile without affecting the time required to complete DNA synthesis. **A)** Average copy number of chromosomal loci per cell across the 4.6 Mb circular genome in asynchronously growing cultures of *sfiA*^+^ cells. Average copy number per cell of each position in the genome was derived using the independently ascertained average copy number per cell of *oriC* (Fig 2A). Data shown are the mean from three independent experiments for each strain, each of which was normalized against a reference non-replicating (stationary phase) culture. **B)** Marker frequency analyses of cultures undergoing DSBR (SbcCD^+^ *lacZ*::palindrome) normalized against the average marker frequency of the three control strains not undergoing DSBR (SbcCD^+^ *lacZ*^+^, SbcCD^-^ *lacZ*^+^ and SbcCD^-^ *lacZ*::palindrome). **C)** Estimated average rate of replication of the two replication forks that initiate at *oriC*, calculated using the rate of change in marker frequency across the two halves (replichores) of the chromosome from three independent experiments. **D)** Estimated location of collision of the two replication forks that initiate at *oriC*. (**E**) Estimated average time to complete chromosomal DNA replication assuming DSBR-induced ectopic initiation of chromosomal replication in the terminus region of the chromosome. For **C**–**E**, error bars show standard error of the mean, n = 3.

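Over the left replichore, from 1580001 to 3835000, the mean log2 normalized depth was -0.13 ± 0.0308 (SD, n = 3) in cultures undergoing DSBR and -0.15 ± 0.0170 (SD, n = 9) in the controls. The difference of 0.023 log2 did not exceed the spread between cultures (exact permutation test, two-sided p = 0.127, with the replicate block p = 0.0938, 4-strain test p = 0.412), and 1 of the 3 DSBR cultures lay above every control. With each culture scaled by its median depth the difference was 0.033 log2 (exact permutation p = 0.00455). With scaling by the 100 kb around *oriC* it was 0.043 log2 and did not pass 0.05 in the same test. On average over the DSBR cultures, 203 of the 225 bins of the left replichore were higher than in the controls, and 6 of them passed the threshold in limma. The log2 normalized depth fell with distance from *oriC* at -0.762 ± 0.0118 log2 per Mb (SD, n = 3) in DSBR cultures and at -0.782 ± 0.0109 log2 per Mb (SD, n = 9) in the controls. The slope differed by 0.0202 log2 per Mb (exact permutation test, two-sided p = 0.0227, with the replicate block p = 0.0156, 4-strain test p = 0.172). When 1 culture at a time was left out, the difference in slope stayed between 0.0164 and 0.0270 log2 per Mb, with an exact p of up to 0.0727. The replichore was also split into 3 parts, chosen after the data were seen. The change was 0.0058 log2 in the 50 bins nearest *oriC* (exact permutation p = 0.727), 0.022 log2 in the 125 bins of the middle (p = 0.0773) and 0.044 log2 in the 50 bins nearest the terminus (p = 0.0545).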

Cultures undergoing DSBR had, on average, more copies of sequences across the left half of the chromosome (‘left replichore’) than controls and this difference increased as a function of distance from *oriC* to the replication terminus. This is consistent with a DSBR-dependent increase in the rate of replication across the left replichore. 

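In the 10 kb centred on *lacZ*, the mean log2 normalized depth was -0.13 ± 0.0289 (SD, n = 3) in cultures undergoing DSBR and 0.13 ± 0.0219 (SD, n = 9) in the controls. All 3 DSBR cultures lay below every control, a log2 change of -0.26 (exact permutation test, two-sided p = 0.00455, with the replicate block p = 0.0156, 4-strain test p = 0.00286). Relative to the 100 kb around *oriC*, depth at *lacZ* was 0.628 ± 0.00515 (SD, n = 3) in DSBR cultures. It was 0.729 ± 0.0208 in SbcCD+ *lacZ*+, 0.745 ± 0.0234 in SbcCD- *lacZ*+ and 0.742 ± 0.0294 in SbcCD- *lacZ*::palindrome cultures (SD, n = 3 each), and the log2 change of this ratio was -0.23 (exact permutation p = 0.00455, with the replicate block p = 0.0156, 4-strain test p = 0.0127). The width of the window moved the change at *lacZ* most, from -0.31 in 2 kb to -0.21 in 50 kb. Each window holds the notch of 132 bp that the palindrome leaves in the coverage of both palindrome strains. Its low bases lower a mean of log2 depth without DSBR too, and more so in a narrow window. Between the SbcCD- strains, the palindrome changed *lacZ* depth by -0.033 log2 and the ratio to *oriC* by -0.0060 log2. Part of the change at *lacZ* may therefore come from the insertion. The 3 bins with the largest falls adjoin one another. The bin from 360001 to 370000, which contains *lacZ*, had a ratio of DSBR to control depth of 0.834 (log2 change -0.26, SE 0.0156, limma adjusted p = 1.3e-06). The log2 change was -0.23 from 350001 to 360000 (SE 0.0178, limma adjusted p = 5.6e-06), where both palindrome strains have a coverage gap of 116 bp, and -0.23 from 370001 to 380000 (SE 0.0154, limma adjusted p = 2.7e-06). Apart from the bin with the *sbcDC* deletion, bins past the threshold ran without a break from 320001 to 560000. This stretch reached 45.5 kb on the origin-proximal and 194 kb on the origin-distal side of *lacZ*. Its ends do not mark where the fall ends. The bins just outside fell as well but varied more between cultures. The log2 change was -0.11 (SE 0.0623, limma adjusted p = 0.260) from 310001 to 320000. From 560001 to 570000 it was -0.095 (SE 0.0384, limma adjusted p = 0.113). Farther out, the bins that begin at 300001 and 590001 passed as lower again. The stretch was found with scaling by total depth. With scaling by the 100 kb around *oriC*, 11 bins passed as lower in the whole genome, too few for the stretch. The extent and the following regions were chosen after the data were seen. In the first 100 kb the change was -0.10 ± 0.0503 (SD, n = 3, exact permutation p = 0.00909) on the origin-proximal side and -0.17 ± 0.00897 (SD, n = 3, exact permutation p = 0.00455) on the origin-distal side. Between 100 and 200 kb from *lacZ* it was -0.0044 ± 0.0289 (SD, n = 3, exact permutation p = 0.845) and -0.098 ± 0.0175 (SD, n = 3, exact permutation p = 0.00455) respectively.

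**Figure D1:**
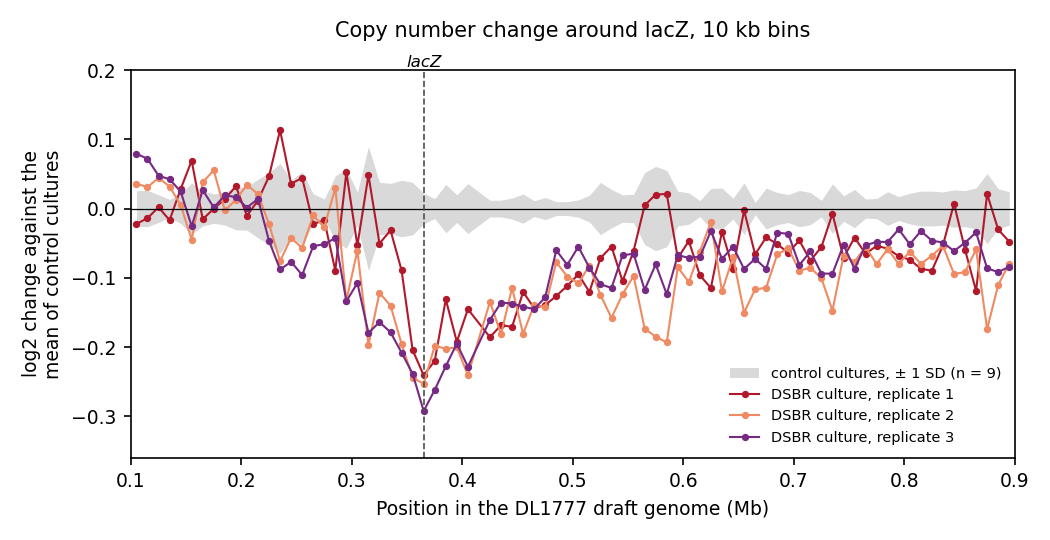
Log2 change of normalized depth in 10 kb bins of each DSBR culture against the mean of the 9 control cultures (y axis) by position in Mb (x axis) around *lacZ*, with the SD of the control cultures in grey. The 3 DSBR cultures are lowest at *lacZ*, where the mean change is -0.26, and the change reaches farther on the origin-distal side.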

The DSBR-induced changes in marker frequency across the right replichore are dominated by a local reduction of marker frequency flanking the locus undergoing DSBR (*lacZ*, Fig 3B) and a loss of reads that extends from the DSB locus all the way to the terminus region. This is consistent with a loss of reads in the vicinity of the DSB and a delay in the replication of the origin-distal arm of the chromosome from the DSB to the terminus.

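From 200 kb past *lacZ* to TerA, the mean log2 normalized depth was -0.60 ± 0.0248 (SD, n = 3) in cultures undergoing DSBR and -0.53 ± 0.0146 (SD, n = 9) in the controls. All 3 DSBR cultures lay below every control, a change of -0.064 log2 (exact permutation test, two-sided p = 0.00455, with the replicate block p = 0.0156, 4-strain test p = 0.00948). Among the controls, replicate 3 of the SbcCD+ *lacZ*+ strain stood apart at -0.50, with the others between -0.55 and -0.53. With scaling by the 100 kb around *oriC* in place of total depth, the change was -0.044 log2. The exact permutation test without the replicate block gave p = 0.132. The bin with the *sbcDC* deletion, from 410001 to 420000, was higher in DSBR cultures (log2 change 1.63) and is left out of the following count. The other 96 bins from *lacZ* to TerA were lower in DSBR cultures on average, and 60 of them passed the threshold in limma. This count depends on 1 culture and on the scaling. In the whole genome, 25 bins passed as lower without DSBR replicate 2, and 11 with scaling around *oriC*.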

The profile then changes in the terminus region (Fig 3B). The ratio of reads in cells undergoing DSBR to control cells peaks between TerB and TerA (unidirectional terminator sequences that bind the replication fork blocking protein Tus). This is indicative of DSBR-induced ectopic initiation of DNA replication in the terminus. It is currently unclear what the source of this DSBR-dependent increase in terminus copy number is, although initiation of chromosome replication within the terminus region has been previously reported [19–21].

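Depth between TerA and TerB was compared with that in the 100 kb outside each terminator. This excess was 0.029 ± 0.0231 log2 (SD, n = 3) in cultures undergoing DSBR and -0.045 ± 0.0131 log2 (SD, n = 9) in the controls. All 3 DSBR cultures lay above every control, a difference of 0.074 log2 (exact permutation test, two-sided p = 0.00455, with the replicate block p = 0.0156, 4-strain test p = 0.0124). Without comparison with the flanks, the change between TerA and TerB was 0.12, 0.0075 and 0.043 log2 in replicates 1, 2 and 3, a mean of 0.058 (exact permutation test, two-sided p = 0.0409). Of the 32 bins in this region, 31 were higher in DSBR cultures on average and 8 passed the threshold in limma. The highest ratio, 1.07, was in the bin from 1530001 to 1540000, 37.7 kb from *dif* on the side of TerA (log2 change 0.10, SE 0.0173, limma adjusted p = 0.00220). With scaling by the 100 kb around *oriC* the limma adjusted p of this bin was 0.0656. The bin from 1520001 to 1530000 had the next largest rise (log2 change 0.099, SE 0.0232, limma adjusted p = 0.0142). The log2 changes in the bins of *dif*, TerB and TerA were 0.070, 0.046 and -0.0092, with limma adjusted p-values of 0.109, 0.136 and 0.768. The sign at TerA depended on the scaling, with 0.011 log2 when cultures were scaled around *oriC*. In the bin of *oriC* the log2 change was -0.024 (limma adjusted p = 0.492).

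**Figure D2:**
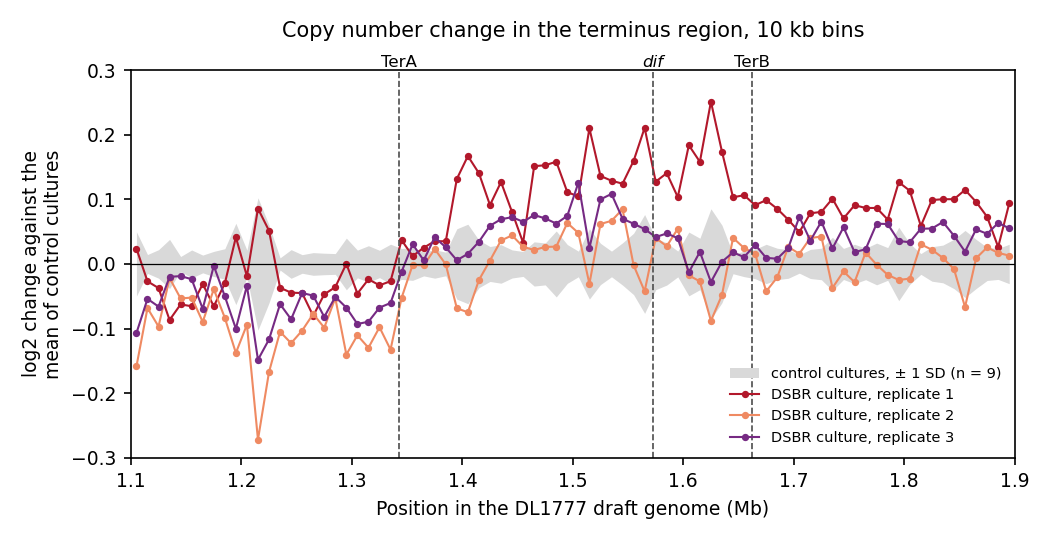
Log2 change of normalized depth in 10 kb bins of each DSBR culture against the mean of the 9 control cultures (y axis) by position in Mb (x axis) in the terminus region, with the SD of the control cultures in grey and the marks for TerA, *dif* and TerB. The mean change is highest between 1530001 and 1540000, with replicate 1 above replicates 2 and 3.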

#### The time required to replicate chromosomal DNA is similar despite DSBR

The population average rate of DNA synthesis for both replication forks initiated from *oriC* can be derived from the rate of change of copy number from *oriC* to the replication terminus ([18] S2C Fig). 

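Rates were calculated per culture from the least-squares slope of log2 normalized depth over the replichore windows given in the methods and the doubling time of 17.4 min. The right replichore was replicated at 1.18 ± 0.0222 kb/s in SbcCD+ *lacZ*+ cultures, 1.19 ± 0.0159 kb/s in SbcCD- *lacZ*+ cultures and 1.18 ± 0.0163 kb/s in SbcCD- *lacZ*::palindrome cultures (SD, n = 3 each). For the left replichore the rates were 1.23 ± 0.0263, 1.22 ± 0.00810 and 1.22 ± 0.0199 kb/s in the same order (SD, n = 3 each). Within cultures, the left rate exceeded the right rate by 0.0406 ± 0.0120 kb/s (SD, n = 9). An exact two-sided sign-flip permutation test over 512 arrangements gave p = 0.00391, the smallest it allows. The windows begin at unequal distances from *oriC*, 74802 bp on the left and 414698 bp on the right. With the left window shortened to begin as far from *oriC* as the right one, the difference was 0.0736 kb/s, and with the right window extended to begin as close as the left one, a setting chosen after the data were seen, it was -0.100 kb/s. On simulated depth of known slope, the largest error of a rate was 0.153% at a mean depth of 500 reads per base and 1.26% at 50.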

In the absence of DSBR, each of the two replication forks were found to replicate chromosomal DNA at a rate of ~1.2 kb/s, with the left arm of the chromosome being replicated on average at a slightly faster rate than the right arm of the chromosome (Fig 3C). 

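In the 3 cultures undergoing DSBR the right replichore was replicated at 1.10, 1.07 and 1.10 kb/s, with a mean of 1.09 ± 0.0144 kb/s (SD, n = 3), and the lowest control culture had 1.16 kb/s. Against the mean of 1.18 ± 0.0161 kb/s (SD, n = 9) over the controls this was a change of -7.73% (exact permutation test, two-sided p = 0.00455, with the replicate block p = 0.0156, 4-strain test p = 0.0168). Without the 200 kb on either side of *lacZ* the change was -8.01%. The right window that begins nearer *oriC* gave -5.72% (exact permutation p = 0.0318). In a line fit that also allows a step in copy number at *lacZ*, which was tried after the data were seen, the rate was 2.16% higher in DSBR cultures than in the controls (exact permutation p = 0.209).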

In cultures undergoing DSBR at *lacZ*, the rate of replication across the right arm of the chromosome was reduced by ~10% to 1.1 kb/s. A concomitant increase in the rate of replication across the left replichore was also observed (Fig 3C).

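The left replichore was replicated at 1.26 ± 0.0196 kb/s (SD, n = 3) in cultures undergoing DSBR and at 1.22 ± 0.0172 kb/s (SD, n = 9) in the controls, a change of 2.64% (exact permutation test, two-sided p = 0.0227, with the replicate block p = 0.0156, 4-strain test p = 0.172). Of the 3 DSBR cultures, 2 lay above every control culture. With 1 culture at a time left out the change stayed between 2.13% and 3.56%, with an exact permutation p of up to 0.0727. The rate is derived from the slope over the same window as the left slope given above, so it is not separate evidence.

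**Figure D3:**
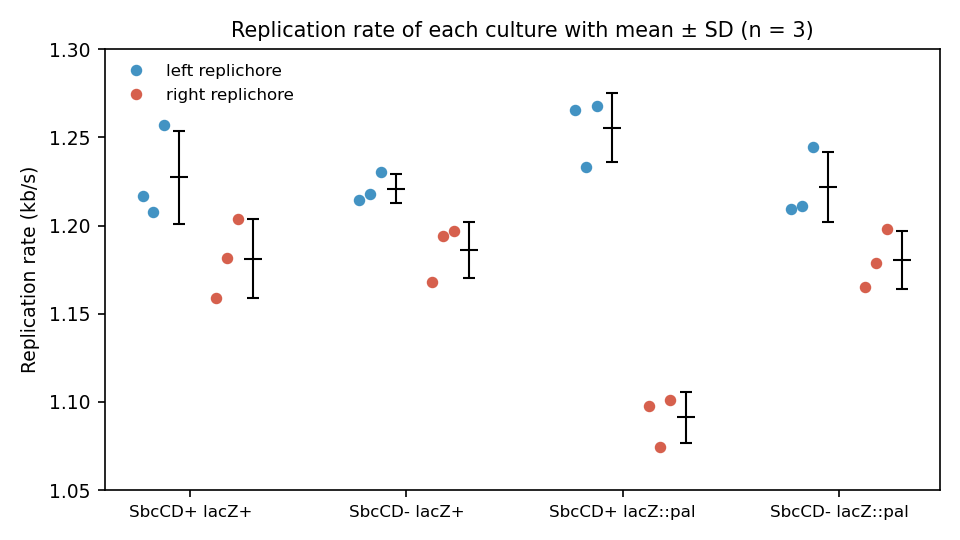
Replication rate in kb/s (y axis, which does not begin at 0) of each culture by strain (x axis) for the left and the right replichore, with the mean and SD of 3 cultures. The right rates of the 3 DSBR cultures lie between 1.07 and 1.10 kb/s, below those of all 9 control cultures, and of their left rates 2 lie above all controls.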

The population average location of replication termination can be derived by determining the point of interception of the lines of best fit to both replichores (S2D Fig). Consistent with published data on GC / AT sequence bias [22], replication was found to terminate, on average, close to the *dif* locus in the absence of DSBR (Fig 3D). This method assumes that replication initiates at a single locus (*oriC*). 

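The lines fitted to the left and right replichores met at a mean of 0.214 ± 7.10 kb from *dif* (SD, n = 9), counted as positive on the right replichore. The mean was -1.87 ± 10.5 kb in SbcCD+ *lacZ*+ cultures, 0.714 ± 6.08 kb in SbcCD- *lacZ*+ cultures and 1.80 ± 6.65 kb in SbcCD- *lacZ*::palindrome cultures (SD, n = 3 each). Single control cultures ranged from -13.9 to 9.26 kb. The meeting point of the controls depended on the fit. It lay at -49.8 kb with a Theil-Sen line over 10 kb bins and at -50.5 kb with the right window extended toward *oriC*, a setting chosen after the data were seen.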

Determination of the average location of replication termination in cultures of cells undergoing DSBR is complicated by what appears to be DSBR-dependent ectopic initiation of DNA replication in the terminus region and by the MFA data representing an average behavior of cells across the whole population. It is possible that there are two populations of cells in cultures undergoing DSBR. In one population, there is no initiation of replication in the terminus and the forks meet at the average position, 99kb from *dif* on the right replichore, determined by the replication rates of the two replichores (Fig 3D). 

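In the cultures undergoing DSBR the fitted lines met 107, 88.5 and 92.7 kb from *dif* on the right replichore, a mean of 96.0 ± 9.59 kb (SD, n = 3). All 3 lay farther to the right than every control culture, a shift of 95.8 kb (exact permutation test, two-sided p = 0.00455, with the replicate block p = 0.0156, 4-strain test p = 0.0156). The size of the shift depended on the fit. A Theil-Sen line over 10 kb bins in place of the least-squares line gave 126 kb, with the lines meeting at 76.7 kb in DSBR cultures and at -49.8 kb in the controls. With the right window extended toward *oriC* they met at 39.0 and -50.5 kb, a shift of 89.5 kb. With the right line fitted only from 200 kb past *lacZ* to the end of its window they met at 123 and 66.4 kb, a shift of 56.5 kb. With the right line fitted only up to 200 kb before *lacZ* they met at -11.9 ± 142 kb (SD, n = 3) and -1.14 ± 90.3 kb (SD, n = 9), a shift of -10.8 kb, so this short part does not place termination. The last 3 fits were chosen after the data were seen.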

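By the marks in Fig 3D, TerA lay at 230 kb and TerB at -89.2 kb from *dif*, counted as positive on the right replichore, so that 319 kb separated the terminators on the coordinates used here.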

In the second population, replication initiated in the terminus causes termination at TerA and/or TerB so reducing the origin-initiated replication by up to 267.4 kb (the distance between TerA and TerB).

The population average total time to complete DNA synthesis was derived using the rate of replication and the location of termination. In the absence of DSBR, chromosomal DNA replication was found to take 30 minutes to complete. 

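The time from initiation at *oriC* to termination was taken per culture as the distance from *oriC* to the meeting point of the fitted lines divided by the rate, averaged over the left and right replichores. It was 32.0 ± 0.600 min in SbcCD+ *lacZ*+ cultures, 32.0 ± 0.302 min in SbcCD- *lacZ*+ cultures and 32.1 ± 0.47 min in SbcCD- *lacZ*::palindrome cultures (SD, n = 3 each). The differences among the strains were smaller than the spread between cultures of 1 strain. The arms from *oriC* to *dif* measured 2337 kb on the left and 2289 kb on the right.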

Depending upon which of the two termination positions above was used, DSBR was determined to either reduce, or increase, the time required to complete DNA synthesis by 30 seconds. 

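With termination where the fitted lines meet, the time to complete DNA synthesis was 32.9 ± 0.484 min (SD, n = 3) in cultures undergoing DSBR against 32.1 ± 0.412 min (SD, n = 9) in the controls. All 3 DSBR cultures lay above every control, a difference of 0.846 min or 50.7 s (exact permutation test, two-sided p = 0.0136, with the replicate block p = 0.0156, 4-strain test p = 0.140). With the right fork of DSBR cultures ending at TerA and the left fork at TerB, the time was 30.6 ± 0.445 min (SD, n = 3). All 3 cultures then lay below every control, a difference of -1.41 min (exact permutation test, two-sided p = 0.00455, with the replicate block p = 0.0156, 4-strain test p = 0.0262). Only the DSBR cultures are given the shorter distances here, so the sign and the p of this difference rest on that assumption. Control cultures given the same end points would take 29.8 to 29.9 min as strain means, less than the DSBR cultures. How the times of the left and right replichores are combined moved these values most. From the left replichore only, the difference without ectopic initiation was 0.452 min (exact permutation p = 0.177, without the replicate block). With ectopic initiation it was -2.0 min. From the slower of the 2 replichores, the differences without and with ectopic initiation were 1.23 min (exact permutation p = 0.00455) and -0.818 min (exact permutation p = 0.0182).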

Fig 3E depicts the result obtained assuming ectopic initiation of chromosomal replication in the terminus. Neither difference was found to be statistically significant (p = 0.37 and p = 0.15 respectively, one-way analysis of variance). We therefore conclude that DSBR has little if any effect on the observed 3.5–4 min increase in C+D time, leading us to conclude that, in the context of the Cooper-Helmstetter model, DSBR primarily extends D time.

### DSBR delays segregation of chromosomal DNA from the division plane

Cells that were sampled for microscopy were treated with chloramphenicol and DAPI to visualize their chromosomal DNA. Chloramphenicol causes chromosomes to condense and is therefore likely to induce the individualization of nucleoid bodies lacking (stable) inter-nucleoid linkages. The DAPI signal from each cell was projected along its long axis to give a 1D readout of DNA intensity. Cells were sampled taking into account the population structure, ordered according to cell length and the signal aligned by mid-cell to produce a pseudo-time series representing the average cell division cycle (Fig 4).

**Fig 4:**
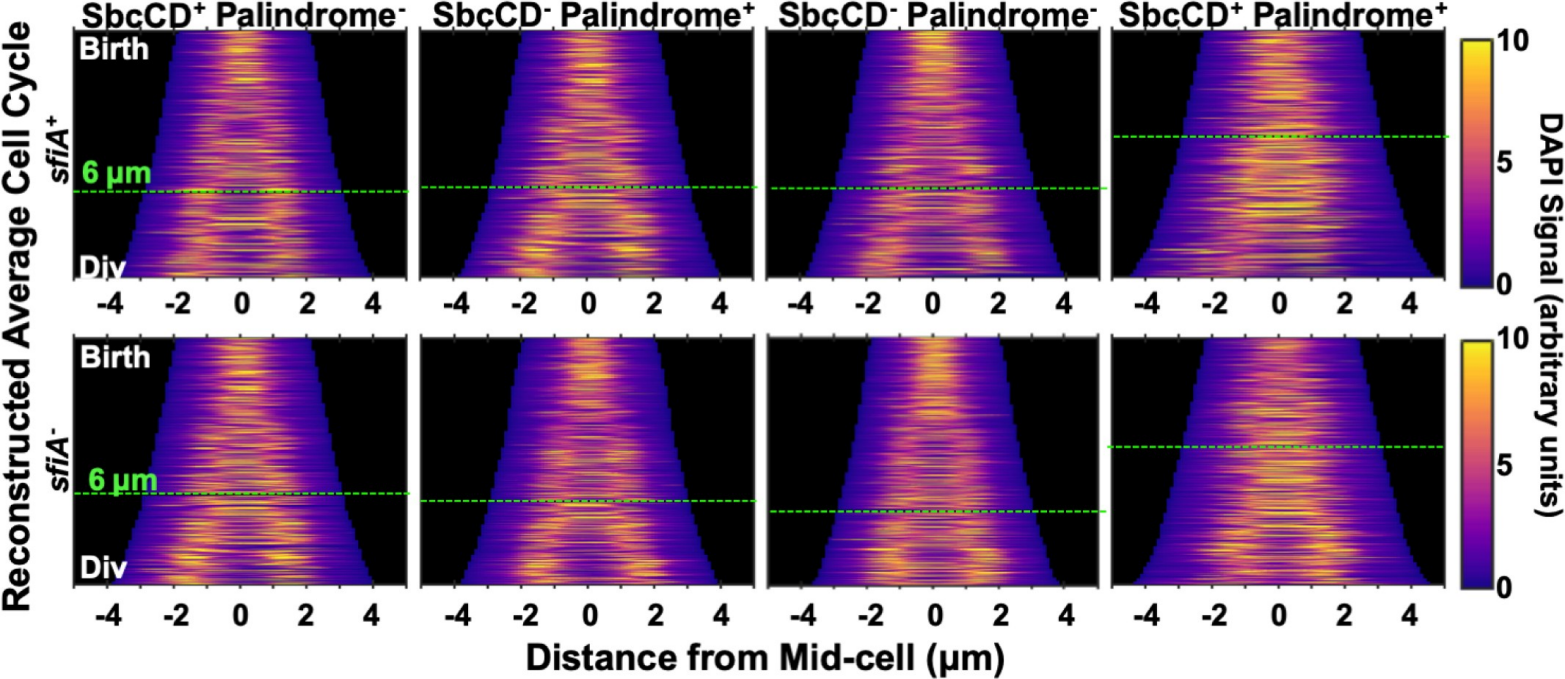
Cells undergoing DSBR have unsegregated chromosomal DNA at the division plane at the time of the block to cytokinesis. Intensity of DAPI signal from cells treated with DAPI and chloramphenicol projected along the long axis of cells and plotted as a function of cell length. For each strain, only cells with one or two nucleoids, between the estimated length at birth and division (Figs 1B and S1G) were included. Average cell division cycles were reconstructed by taking the age structure of the population (S1F Fig) into account when sampling of cells.

In the absence of induced DSBR, sister nucleoids appear to segregate and merge several times during the cell cycle before segregating one final time prior to cell division. It is also possible that each individual cell has a single transition event from 1 to 2 nucleoids and that this transition event varies greatly between cells. In cultures of cells undergoing DSBR, both the time and size of the first detectable nucleoid individualization event are increased relative to the controls (Fig 4). This DSBR-correlated delay in nucleoid individualization occurs prior to, and extends beyond, the observed block to cytokinesis (at ~6μm cell length, Fig 1C).

### DSBR is concurrent with the block to cytokinesis, but does not cause the chromosomal locus undergoing repair to dwell at the division plane

DSBR by homologous recombination involves the physical interaction between two DNA molecules (the broken chromosome and the intact chromosome used as a template for repair). The average cell length at the time of *lacZ* replication (when the DSB forms) was estimated using the average mass doubling rate (S1B Fig), the estimated average cell length at replication initiation (Fig 2B) and the rate of DNA synthesis (Fig 3C) and found to be coincidental with the observed block to cytokinesis (~6 μm, Fig 1C, Fig 5A).

**Fig 5:**
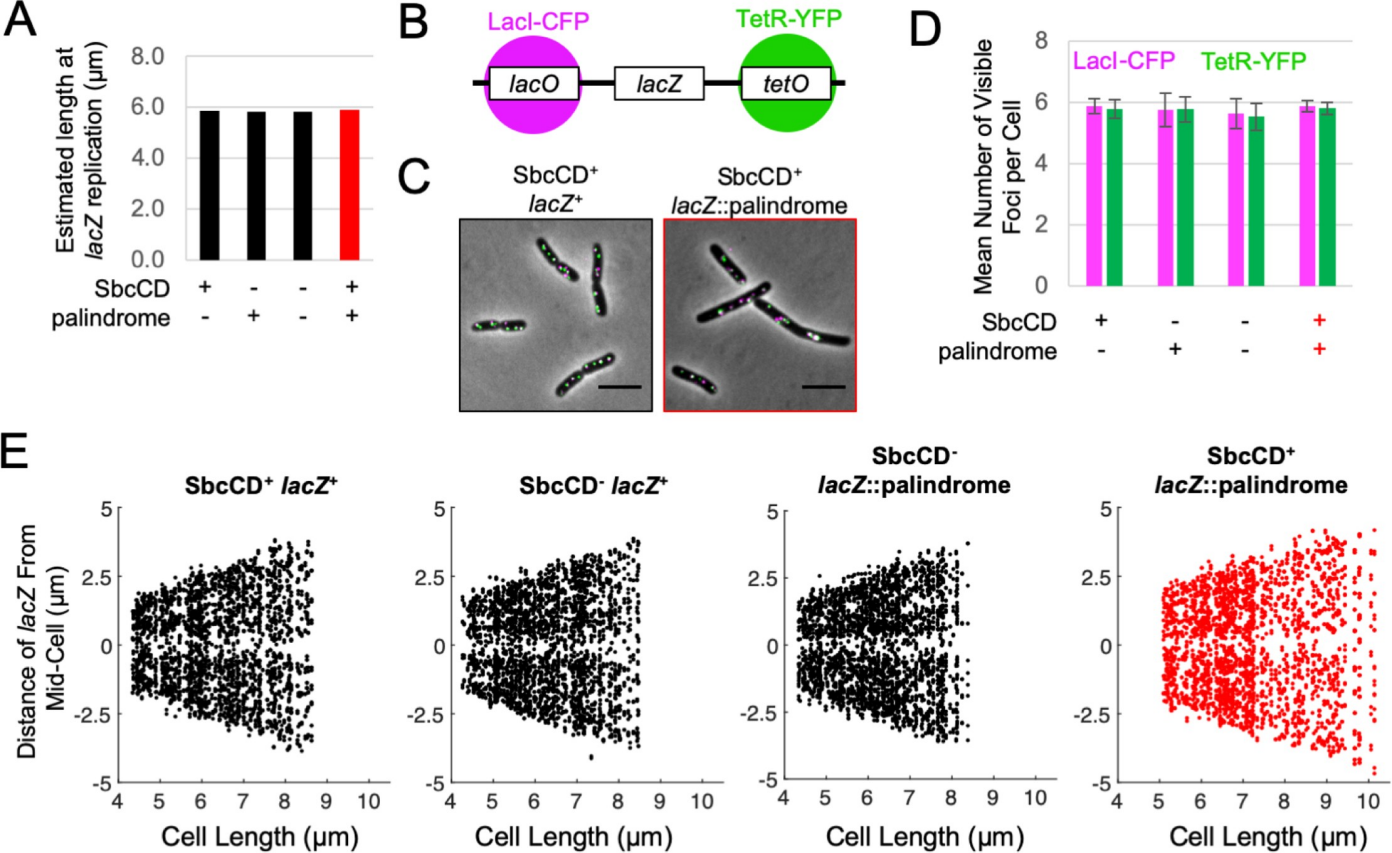
The locus undergoing DSBR does not dwell at the division plane. **A**) The average cellular length at the time of *lacZ* replication as estimated using the average mass doubling rate (S1B Fig), the estimated cellular length at replication initiation (Fig 2B), and the rate of DNA synthesis (Fig 3C). **B)** Diagram of the chromosomal construct for visualizing the cellular location of *lacZ*. The arrays of *lacO* and *tetO* operator sites were located respectively ~6 kb on the origin-proximal and ~5 kb on the origin-distal sides of the palindrome in *lacZ*. LacI-CFP and TetR-YFP were expressed from a synthetic constitutive promoter integrated in the chromosome at the *ykgC* locus. **C**) Example images of *lacZ* localization in cells undergoing DSBR at *lacZ* (SbcCD^+^ *lacZ*::palindrome) or not (SbcCD^+^ *lacZ*^+^). Scale bar shows 5 μm. **D**) Mean number of *lacZ* associated LacI-CFP and TetR-YFP foci per cell. Error bars show standard error of the mean for four independent cultures. **E**) The spatial distribution of *lacZ* associated foci along the long axis of cells as a function of cell length. Each panel shows the position of *lacZ*-associated foci for 300 cells whose lengths lie between the estimated average length at birth and estimated average length at division for the indicated strain. For each cell, the data for LacI-CFP and TetR-YFP were aggregated.

To test if the observed delay in chromosome segregation from the division plane was a result of DSBR occurring at the division plane, we used a strain where the DSB locus (*lacZ*) was tagged at a distance of 5–6kb on either side with an array of *tetO* and an array of *lacO* sequences whose cellular location can be detected by fluorescence microscopy upon expression of TetR and LacI fused to fluorescent proteins (TetR-YFP and LacI-CFP, Fig 5B and 5C) [4, 23]. On average, cells had 6 segregated *lacZ* loci (Fig 5D) irrespective of whether or not they were undergoing DSBR. This implies that under these growth conditions, the majority of cells are cycling between 4 and 8 copies of *lacZ*, consistent with the calculated average cellular *lacZ* copy number (Fig 3A). 

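The average number of *lacZ* copies per cell was obtained by multiplying the depth at *lacZ* relative to *oriC* by the *oriC* copies per cell that follow from the relative ages at initiation in Fig 2A. It was 7.18 ± 0.204 in SbcCD+ *lacZ*+ cultures, 7.34 ± 0.231 in SbcCD- *lacZ*+ cultures and 7.41 ± 0.293 in SbcCD- *lacZ*::palindrome cultures (SD, n = 3 each). Cultures undergoing DSBR had 7.25 ± 0.0595 copies (SD, n = 3), within the range of the control strains. Their depth at *lacZ* relative to *oriC* was lower, 0.628 against 0.729 to 0.745 as means of the control strains. The similar copy number therefore rests on a higher *oriC* copy number per cell under DSBR from Fig 2A. The depth under DSBR also includes the local fall at *lacZ*. The SD covers the depth ratio only, not the error of the *oriC* copy number.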

Since cells undergoing DSBR show an increase in average birth size (Fig 1B) but the same average size at initiation of DNA replication (Fig 2B) and the time to replicate the region between *oriC* and *lacZ* is similar (Fig 3), we predict that replication of *lacZ* occurs earlier in the cycle of cells undergoing DSBR. Therefore, the observation of no change in the average number of segregated *lacZ* foci implies that homologous loci co-localize for an extended period of the cell division cycle in cells undergoing DSBR as shown to also be the case under slower growth conditions [24]. This was associated with a slight increase in the probability of *lacZ* foci being located at ¼ and ¾ positions of the cell length, in cells undergoing DSBR compared to controls (S3 Fig). These positions correspond to the expected locations of future cell division. The *lacZ* loci that have undergone DSBR are well separated from each other and from the division plane suggesting that *lacZ* recombination is not directly interfering with cell division (Fig 5E). This argues that an uncharacterized event downstream of *lacZ* recombination is interfering with nucleoid individualization and cell division.

## Discussion

### Average cell length at initiation of cytokinesis, average cell size at initiation of DNA replication and average duration to replicate the chromosome remain approximately invariant despite DSBR

The resilience of living organisms depends on their capacity to maintain approximately invariant properties despite perturbations in their internal and external environment. In this study we have investigated the cell cycle consequences of perturbing the bacterium *E*. *coli* with a controlled, slightly elevated level of repairable replication-dependent DNA double-strand breaks. This perturbation has previously been shown to increase average cell size without measurably affecting growth rate [2]. Here we show that, in addition to the approximate invariance in growth rate, average cell length at initiation of cytokinesis, average cell size at initiation of replication and average length of time to replicate the chromosome remain approximately invariant despite DSBR.

The fact that average cell length at both initiation of chromosomal DNA replication and cytokinesis are invariant despite a DSBR-dependent increase in average length at birth implies that both of these crucial cell cycle events are either directly or indirectly regulated by one or more size-sensing mechanisms. Furthermore, the size control of these events is not perturbed by DSBR. By not affecting homeostatic control of cell size regulation, chromosomal and cell division events remain coupled and a DSBR-dependent constitutive delay in cell division can be tolerated without affecting population growth rate. Since DSBR was found to affect neither size control of initiation of chromosomal DNA replication nor cell division, these results cannot distinguish whether or not these cell cycle events are linked by the same size-regulatory pathway. It is, however, conceivable that a causal relationship could be tested by investigating this perturbation using single cell measurements that exploit the cell-to-cell variability of these events.

It is likely that the average cell size at initiation of replication and at initiation of cytokinesis are triggered independently of the events associated with DSBR. The time required to replicate the genome is also invariant despite there being a local impact of DSBR on the pattern of duplication of the genome as revealed by MFA (Fig 3). Here we can see that there is a loss of sequencing reads in the vicinity of the DSBR event that is likely to reflect a combination of processing of the DSB by RecBCD and loss of sequencing reads caused by as yet unresolved Holliday junctions [25]. There is also a loss of sequencing reads between the DSBR site and the chromosome terminus that can most easily be explained by a delay in replication forks reaching this region. This may be due to approximately 50% of two-ended DSBs being converted to one ended DSBs by RecBCD promoted degradation of the DNA end between the DSB site and the replication fork that had passed the site of the palindrome responsible for chromosome cleavage [26]. Following such degradation, replication of this region of the chromosome has to wait for recombination of the origin proximal DNA end and re-establishment of a replication fork. Despite these local perturbations to DNA replication, the combination of a slightly elevated rate of replication on the unaffected replichore and/or terminus-specific replication can compensate for the impact of DSBR and the overall time to replicate the genome is approximately conserved. Evidence exists that the rate of DNA replication is determined by the intracellular pools of deoxyribonucleotide triphosphates (dNTPs) [27–29] and this may indeed be the primary mediator of homeostatic regulation of the time taken to replicate the genome. If effective replication is compromised on the right replichore, this could result in an elevation of dNTP pools that would cause accelerated replication on the left replichore via a complex regulatory network [30]. The underlying mechanism of the terminus-specific DNA synthesis is yet unknown but there is a long history of detection of replication in the terminus region of the *E*. *coli* chromosome [19] that can become very prominent in certain mutant strains (e.g. in the absence of RecG [20, 21, 31]).

### DSBR delays the completion of cytokinesis and the segregation of ‘cousin’ chromosomes from the division plane

We have shown here that the time between the initiation of DNA replication and the cell division associated with that initiation event is extended for cells undergoing DSBR (Fig 2C). Since this is not caused by an extension of the time to replicate the chromosome (Fig 3E), it is the time between the completion of DNA replication and the cell division event splitting that set of two chromosome termini into two cells that is extended. This is not associated with a delay in the initiation of cytokinesis but rather with a delay in the completion of cytokinesis (Fig 1C), which is consistent with a chromosome segregation problem. 

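For the right replichore, the time from *oriC* to the meeting point of the fitted lines was 33.5 ± 0.547 min in cultures undergoing DSBR, and 32.3 ± 0.615, 32.2 ± 0.368 and 32.3 ± 0.360 min in SbcCD+ *lacZ*+, SbcCD- *lacZ*+ and SbcCD- *lacZ*::palindrome cultures (SD, n = 3 each). For the left replichore it was 32.3 ± 0.438 min in DSBR cultures, and 31.7 ± 0.598, 31.9 ± 0.293 and 31.9 ± 0.583 min in the same controls (SD, n = 3 each). With ectopic initiation the right fork of DSBR cultures took 31.4 ± 0.419 min to reach TerA and the left fork 29.8 ± 0.47 min to reach TerB (SD, n = 3 each). The paper reasons from the rates and the positions of termination to the total time of DNA synthesis, finds no significant change in it, and concludes that the longer interval between initiation and division lies after the completion of DNA replication.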

Further evidence of a perturbation to chromosome segregation comes from the DSBR induced delay in the individualization of chloramphenicol condensed nucleoids (Fig 4).

Our flow cytometry, microscopy and replication profiles argue that, under the rapid growth conditions used here, cells are born with eight origins of replication, four *lacZ* loci and two termini; they divide with sixteen origins, eight *lacZ* loci and four termini. Each cell therefore divides with four completed chromosomes (defined by the number of copies of the terminus) and the two daughter cells each receives a pair of sister chromosomes (Fig 6A). The two sister chromosomes in one cell are cousins of the two sister chromosomes in the other cell so the division event separates cousin chromosomes. DSBR does not change this. What does change is the interconnection of these sequences, as revealed when the nucleoids are condensed with chloramphenicol. The cells undergoing DSBR have trouble separating their nucleoids and this is accompanied by a delay in the completion of cytokinesis. The number of *lacZ* foci are little affected by DSBR despite DNA replication initiating earlier in the cells undergoing DSBR. This implies that DSBR increases the cohesion of the recombining chromosomes, as shown previously for slow growing cells [24]. However, the *lacZ* foci that have undergone DSBR are well separated by the time the two chromosomes they were located in are separated by cell division. In fact, by the time they are separated by division, they have undergone two further rounds of replication and DSBR to generate eight loci and it is clear that these loci do not dwell in the division plane. So, these eight *lacZ* loci are located in cousin chromosomes that need to split into two sister nucleoids before cytokinesis can be completed, and it is this separation of sister nucleoids that is delayed by DSBR. See Fig 6A for the predicted chromosomal structures expected to be present at cytokinesis and Fig 6B for an overall depiction of the cell cycle as perturbed by DSBR.

**Fig 6:**
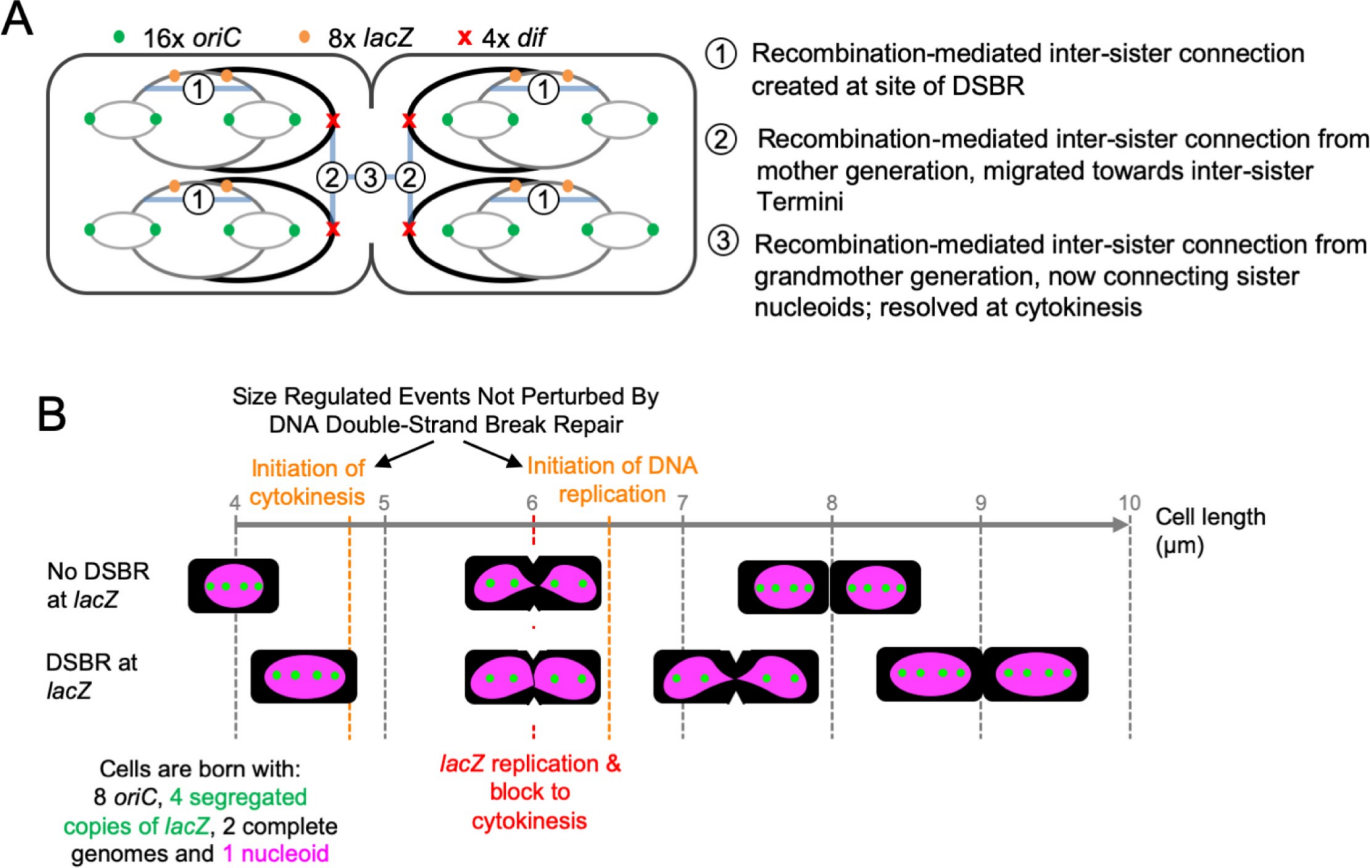
Diagrammatic representation of the cell cycle of fast-growing *E*. *coli* cells and its perturbation by DSBR at *lacZ*. **A)** Segregation of chromosomes in fast growing cells. At cytokinesis, there are four fully replicated chromosomal structures defined by the presence of four chromosome termini (*dif*). Each of these chromosomal structures contains partially re-replicated sections due to initiation of replication from the origin (*oriC*). Upon division, both halves of the cell will become a new-born cell, each containing two fully replicated sister chromosomal structures. At the time of cytokinesis, each of the four chromosomal structures contains a re-replicated *lacZ* locus and, in cells where DSBR has occurred, we hypothesize that a connection is generated between the two replicated and recombined double-stranded arms of DNA (shown by a blue band with the number one). We propose that the previous round of replication of *lacZ*, and its associated DSBR event, generated similar connections (depicted by blue bands with the number two) that interlink the sister chromosomal structures within the two halves of the cell. Similarly, when *lacZ* was replicated two rounds previously, connections (depicted by blue bands with the number three) were made between the cousin chromosomal structures attempting to segregate at this cytokinesis event. It is this third set of chromosomal connections that we propose needs to be resolved in order for this cytokinesis event to be completed. The nature and number of the connections is unknown and so the blue bands do not represent specific numbers or locations of connections between the chromosomes. **B)** Implications of DSBR for cytokinesis. Fast-growing *E*. *coli* cells undergoing a normal cycle are born at a length of approximately 4 μm and divide at approximately 8 μm. They initiate cytokinesis at just under 5 μm, replicate the *lacZ* locus at approximately 6 μm and initiate DNA replication at *oriC* at about 6.5 μm. They are born with 8 copies of *oriC*, 4 segregated copies of *lacZ*, 2 complete genomes and 1 nucleoid, and divide with twice these constituents. Cells undergoing DSBR at *lacZ* are also born and divide with these numbers of copies of *oriC*, *lacZ*, genomes and nucleoids. Furthermore, they initiate cytokinesis, *lacZ* replication and *oriC* replication at the same cell sizes as the unperturbed cells. However, completion of cytokinesis is delayed until the cells are approximately 9 μm long and so they are born with a length of approximately 4.5 μm. Accompanying this delay to cell division is a delay to the individualization of nucleoids.

We have considered two alternative hypotheses to explain this behavior. Either DSBR events in one cell cycle cause a division delay in the same cell cycle, implying that inter-sister repair at the *lacZ* locus has an impact on inter-cousin chromosome segregation; or DSBR events at the *lacZ* locus create inter-sister chromosome connections that do not inhibit the separation of sister *lacZ* loci (following an initial delay) but persist for several DNA replication cycles and interlink cousin chromosomes until they are separated by a closing septum. The transmission of information from interacting sister *lacZ* loci to segregating cousin terminus loci (the last locus to segregate during the *E*.*coli* cell cycle [32]) could be accomplished by physical forces that can propagate along the mechanically coherent nucleoid structure in the order of seconds [33]. Notably, due to the absence of an active mechanism for bulk nucleoid segregation, physical forces are likely to play a significant role in the segregation of sister nucleoids [4, 34]. The second hypothesis postulates that some kind of stable connection between chromosomes was created at the time when the *lacZ* loci underwent DSBR-mediated physical interaction and this connection persists for several generations between the two chromosomal complexes until those DNA molecules are segregated at cytokinesis (Fig 6A). Such stability would likely require the connection to be covalent in nature and could take the form of chromosome dimerization and/or chromosomal interlinking (catenation), both of which would permit sister-*lacZ* segregation while providing a barrier to cousin chromosome segregation. The two alternate hypotheses presented here are not mutually exclusive.

## Materials and methods

### Bacterial strains and growth

The genotypes of all *E*. *coli* strains used in this study are listed in S1 Table. Cultures of *E*. *coli* were grown in LB growth medium at 37°C with vigorous shaking and maintained in exponential growth phase by dilution. Cellular density was approximated by the optical density at 600 nm. Growth rates were measured using the software package fitderiv v1.03.

### Microscopy

#### Image acquisition

Cultures were grown in LB at 37°C under agitation. Cells from an overnight growth were diluted into prewarmed medium to an OD_600nm_ of about 0.02 and grown for 80 minutes until an OD_600nm_ around 0.2. Then, the cultures were diluted again to an OD_600nm_ of about 0.02 and grown for 40 minutes to an OD_600nm_ lower than 0.1. A sample was taken for microscopy and mounted on a pad of 1% agarose–H_2_O for viewing under the microscope. Phase and fluorescence images were acquired at a magnification of 0.1 μm per pixel using a Zeiss Axiovert 200 widefield fluorescence microscope equipped with a Photometrics Evolve 512 EMCCD camera controlled with commercially available software (MetaMorph). For data described in Figs 1 and 4, cells were treated with 200 mg/l of chloramphenicol and 1 mg/l of DAPI prior to 2D imaging. For data described in Figs 5 and 3D (z) images were acquired at 200 nm intervals. Four independent biological repeats were obtained for each sample.

#### Image processing and analysis

For data described in Figs 5 and 3D fluorescence images were deconvolved by adaptive 3D deconvolution prior to image analysis. 3D deconvolved fluorescence images were converted to 2D images by taking the maximum projection. 3D phase images were converted to 2D images by using the Best Focus function of MetaMorph. All image analyses were performed on 2D data. Cells, nucleoids, and *lacZ* foci were segmented using the cell, object, and spot segmentation algorithms of Oufti, respectively. Subpixel *lacZ* foci positions were determined by Oufti. For data in Figs 1 and 4, only cells containing either 1 or 2 nucleoids (as defined by the Oufti object segmentation algorithm) were taken into account (S1C Fig). The lengths of all segmented cells were first appended to the Oufti generated cellist structure using custom MATLAB function getExtraDataLoop, before extracting the length of segmented cells containing 1 or 2 nucleoids using custom MATLAB function getCellLengths1or2Nucleoids. Radius at mid-cell was calculated using the custom MATLAB function getMidCellWidths. Function getMidCellWidths, calculates the mid-cell width of cells meeting the following criteria: longer than the estimated average length at birth, shorter than the estimated average length at division and containing either 1 or 2 nucleoids. Mid-cell width was defined as the minimum of the central three Oufti cell width measurements. The mid-cell width of cells within 100 nm bins was averaged and data from biological repeats aggregated. Mid-cell radius was defined as half of the mid-cell width.

#### Reconstructed population average cell cycles

Exponentially growing cultures were assumed to be ‘ideal’ with no cell to cell variation, with the distribution of relative cell ages given by the formula (1), [15].

$$n\left(a\right)=2ln2.e^{\left(‐a.ln2\right)},0\leq a\geq 1$$ (1)

**a** is relative cell age

**n(a)** is the probability density of a cell to be of age **a**

#### Estimated average length at birth and division

Estimated average length at birth was calculated from mean length of cells with 1 or 2 nucleoids (below) using formula (2), [7]. Cells with more than 2 nucleoids were excluded in an attempt to remove filamentous cells from the sample that invalidate the assumption of an ideal age population structure. Estimated average length at division (L_d_) was defined as double the estimated average length at birth.

$$L_{b}=L_{mean}/\left(2ln2\right)$$ (2)

**L**_**b**_ is the estimated average cell length at birth

**L**_**mean**_ is the average cell length in the measured sample

#### Estimated time since birth

Cell length was converted to estimated time since birth using formula (3).

$$L_{x}=L_{b}.2^{(x/}{}^{\tau )}$$ (3)

**L**_**x**_ is the cell length at time x

**L**_**b**_ is the length at birth

**τ** is the mass doubling time

#### Demographs

Reconstructed average cell cycles presented in Fig 4 were created using function avgCellCycleFromSnapshot_demograph, which was derived from the demograph function of Oufti. Briefly, cells whose length were within the estimated average length at birth and estimated average length at division and that contained either 1 or 2 chloramphenicol condensed, DAPI-stained nucleoids (referred to above, see S1C Fig), were sampled taking account of the ideal population structure (S1F Fig) to prevent over-representation of new born cells and under-representation of cells near division. DAPI signals were summed along the long axis of each cell to give a 1-dimensional representation of the DNA density. The resultant signal for each cell was aligned along its mid-point, and each cell ranked in order of cell length. Data from the four biological repeats were aggregated.

### Flow cytometry

#### *oriC* copy number determination by replication run out

Cells grown in LB at 37°C under agitation from an overnight growth were diluted into fresh medium to an OD_600nm_ of about 0.02 and grown for 120 minutes until an OD_600nm_ around 0.5. Then, the cultures were diluted again to an OD_600nm_ of about 0.02 and grown for 60 minutes to an OD_600nm_ lower than 0.2. Initiation of DNA replication and cell division were then blocked by the addition of rifampicin (150 μg/ml) and cephalexin (10 μg/ml) for 3 hours at 37°C under agitation. 2 ml of cells were collected, washed twice in 1 ml of PBS and resuspended in a mixture of 0.1 ml PBS and 0.9 ml ice cold ethanol. Samples were stored at 4°C before staining DNA. To stain DNA, samples were centrifuged on a bench top centrifuge for 3 minutes before removing the supernatant. Residual ethanol was then allowed to evaporate by leaving uncapped tubes at room temperature for 20 minutes. Fixed cells were then washed twice in PBS, resuspended in DNA staining solution (10 μg/ml of propidium iodide and 100 μg/ml of RNase A), and left in the dark for 1 hour before measuring cellular fluorescence using an Apogee A50 flow cytometer. Three independent biological repeats were obtained for each sample.

In order to convert emitted fluorescence to chromosomal copy number (which indicates *oriC* copy number at the time of inhibition of replication initiation and cell division), controls are required with a known DNA content. Stationary phase cultures of cells grown in nutrient poor (M9 glycerol) media were fixed, stained and analyzed as above and the lowest (major) peak of fluorescence was assumed to correspond to 1 chromosome unit.

To determine the fraction of cells that were yet to initiate replication, two Gaussian distributions were fitted to the distributions of emitted fluorescence of object using the fitgmdist function of MATLAB after applying a threshold (150) to remove non-fluorescent particles from the analysis. For all samples, the mean value of one of the fitted distributions was confirmed to be double the mean value of the other fitted distribution.

#### Average cell length at replication initiation

To calculate the average cell length at replication initiation, the average relative cell age at replication initiation was first calculated using formula (4), [7]. This was then converted to the average cell length at replication initiation using formula (5), [7].

$$A_{i}=1–log_{2}\left(2–F\right)$$ (4)

**A**_**i**_ is the estimated average relative cell age at chromosomal DNA replication initiation

**F** is the fraction of cells in the sampled population that had yet to initiate chromosomal DNA replication at the time of rifampicin/cephalexin addition

$$L_{i}=L_{b}.2^{Ai}$$ (5)

**L**_**i**_ is the estimated average cell length at chromosomal DNA replication initiation

**L**_**b**_ is the estimated average cell length at birth

**A**_**i**_ is the estimated average relative cell age at chromosomal DNA replication initiation

### Analysis of chromosomal DNA replication

#### Chromosomal marker frequency analysis

Cells from an overnight growth were diluted into fresh LB medium to an OD_600nm_ of about 0.02 and grown at 37°C under agitation until an OD_600nm_ of about 0.2, after which the cultures were diluted again to an OD_600nm_ of about 0.02 and grown to an OD_600nm_ between 0.25 and 0.3. Chromosomal DNA was extracted from cultures of cells at both mid-exponential growth phase and (non-replicating) stationary growth phase using the Wizard genomic DNA extraction kit (Promega), according to manufacturer’s instructions. An additional RNase step was performed using RiboShredder RNase Blend (Epicentre Biotechnologies). Three independent biological repeats were obtained for each sample. Library preparation and Illumina Solexa sequencing were performed on these DNAs by Edinburgh Genomics (University of Edinburgh) who subsequently provided paired-end reads with adapter sequences removed. Reads were aligned to the DL1777 draft genome sequence (S2 Table) using the BurrowsWheels Alignment software BWA-MEM and the number of reads mapped to each bp of the genome was quantified using SAMtools (mpileup). To account for differences in read depth between samples, the number of mapped reads for each base on the reference genome was normalized by the total number of mapped reads for that sample. Values for exponential growth samples were then normalized against values obtained for stationary phase growth values to account for potential sequencing biases. This normalization assumes an equal copy number of each locus across the chromosome in stationary phase (‘non replicating’) cultures. 

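In the stationary-phase cultures, coverage in the 100 kb around *oriC* was 1.03 to 1.06 times that around *dif* in the 3 replicates, before any normalization beyond library size. Along the left window their log2 coverage rose with position by 0.0275 to 0.0375 log2 per Mb, and along the right window the slope was between -0.0458 and -0.0343 log2 per Mb. The unnormalized slopes of the 12 exponential cultures were 0.789 to 0.827 log2 per Mb on the left and -0.932 to -0.837 log2 per Mb on the right. Without the division by stationary-phase depth, the right rate of SbcCD+ *lacZ*+ cultures was 1.12 kb/s. The local scatter of depth in 1 kb bins (SD of log2 depth) was 0.29 in SbcCD+ *lacZ*+, 0.31 in SbcCD- *lacZ*+, 0.33 in SbcCD- *lacZ*::palindrome and 0.32 in DSBR cultures before the division. It was 0.18, 0.20, 0.21 and 0.21 after it.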

Normalized read values were converted to estimated average cellular copy number using the average cellular *oriC* copy number calculated by replication run out experiments (above).

#### Replication rates and position of termination

Replication rates were derived from Linear regression on log_2_ transformed normalized MFA data (above) using formulae (6) and (7), [18]. For these calculations, the left replichore was defined as genome coordinates 1,580,001 to 3,835,000 and the right replichore was defined as genome coordinates 4,324,500 to 1,277,500. The coordinate of replication termination was defined as the point of intercept between the lines of best fit to the left and right replichores.

$$R_{L}=1/(m\tau )$$ (6)

$$R_{R}=‐1/(m\tau )$$ (7)

**R**_**L**_ is the replication rate of the left replichore in bp/s

**R**_**R**_ is the replication rate of the right replichore in bp/s

***m*** is the gradient of the line of best fit to the log_2_ transformed normalized MFA data

**τ** is the mass doubling time in seconds

#### C-time

To calculate the time to complete chromosomal DNA replication, the replication rate for each replichore (above) was multiplied by the number of bp replicated (the distance between *oriC* mid-point and the co-ordinate of replication termination, above).

#### Average cell length at *lacZ* replication

The time required for a replication fork to reach *lacZ* (~15 min) was calculated using the distance of *lacZ* from *oriC* (1,081,626 bp) and the replication rate of the right replichore (above) and added to the estimated average time between birth and replication initiation (derived from the relative age at replication initiation (A_i_) and the generation time). 

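At the right replichore rates calculated here, a fork took 15.2 ± 0.209 min (SD, n = 9) to cover the distance from *oriC* to *lacZ* in the controls and 16.5 ± 0.220 min (SD, n = 3) in cultures undergoing DSBR, a difference of 1.28 min (exact permutation test, two-sided p = 0.00455). These times divide 1 distance by the rate of the whole right window, so they carry the same information as that rate, including its p with the replicate block of 0.0156, and do not measure a delay before *lacZ*. Fitted only to the part of the window up to 200 kb before *lacZ*, a fit chosen after the data were seen, the rate was 3.52% higher in DSBR cultures (exact permutation p = 0.664).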

Since *lacZ* was found to replicate in the subsequent generation, one generation time was subtracted from this value to give an estimated time since birth (in the subsequent generation) at *lacZ* replication. The average time between birth and *lacZ* replication was converted to average cell length at *lacZ* replication using formula (3).

### Software used

A list of the software/functions used and generated in this work is presented in S3 Table.

## Supporting information

S1 Fig Related to Fig 1. **DSBR causes a SfiA-independent increase in average cell length at birth. A)** Asynchronous cultures of *E*. *coli* were grown in rich growth media at 37°C and maintained in exponential growth phase by serial dilution. Population growth was measured as the optical density at 600nm (OD_600_). **B**) Average mass doubling time derived from rate of change of OD_600_. **C)** Number of cells analyzed following chloramphenicol-DAPI treatment. **D)** Mean cell length of cells containing either 1 or 2 chloramphenicol condensed DAPI stained nucleoids. For **A**, **B** and **D**, error bars show standard error of the mean, n = 4 independent cultures. **E)** Age structure of ideal asynchronous population with twice as many newborn cells as cells on the cusp of division. **F)** Expected distribution of relative cell lengths in an ideal asynchronous population assuming exponential growth. For **E** and **F**, data were normalized to approximate probability distribution functions (PDF). **G)** Histograms of measured cell lengths in asynchronous cultures with annotated estimated average length at birth (L_b_) and estimated average length at division (L_d_) calculated using the measured mean length of cells with either 1 or 2 chloramphenicol condensed nucleoids and assuming an ideal asynchronous population of cells. The data from four independent experiments for each *E*. *coli* strain were aggregated. **H)** Cell radius at mid-cell as a function of estimated time since birth, with estimated time since birth calculated as a conversion of measured cell length using the measured average mass doubling rate and estimated length at birth. For both *sfiA*^+^ and Δ*sfiA* strains, the data from the three control strain backgrounds not undergoing DSBR (SbcCD^+^ *lacZ*^+^, SbcCD^-^ *lacZ*^+^ and SbcCD^-^ *lacZ*::palindrome) were averaged for clarity in the plots. No difference was detected between the three control strains in either *sfiA*^+^ or Δ*sfiA* backgrounds.
(PDF) Click here for additional data file.

S2 Fig Related to Fig 3. **DSBR alters the chromosomal DNA replication profile without affecting the time required to complete DNA synthesis. A**) The distribution of mapped sequencing reads across the genome for each of the biological repeats of the four strains. **B**) The mean MFA for three independent cultures of strain DL2859 (*sbcCD*^+^ *lacZ*::palindrome) experiencing DSBR at *lacZ* normalized against the mean MFA for three independent cultures of each of the three control strains (1777: *sbcCD*^+^ *lacZ*^+^; 2151: *sbcCD*^-^ *lacZ*^+^; 2874: *sbcCD*^-^ *lacZ*::palindrome). **C**) Linear regression of MFA results used to calculate the replication rates of the left and right replichores shown in Fig 3C. **D**) Intercept of the lines of best fit to the left and right replichores, used to calculate the predicted location of replication termination (Fig 3D). A moving mean of 10,000 bp was applied to the read counts to create the plots shown in **A**–**C**.
(PDF) Click here for additional data file.

S3 Fig Related to Fig 5. **The locus undergoing DSBR dwells at future division planes.** Spatial distribution of *lacZ* adjacent LacI-CFP and TetR-YFP foci along the long axis of cells undergoing DSBR at *lacZ* (SbcCD^+^ Palindrome^+^, red), or not.
(PDF) Click here for additional data file.

S1 Table Strain list. A list of *E*. *coli* strains used in this study.
(PDF) Click here for additional data file.

S2 Table Deposited data. A list of publicly accessible data generated in this study.
(PDF) Click here for additional data file.

S3 Table Software list. A list of software/functions used and generated in this study.
(PDF) Click here for additional data file.

# Supplementary material for: DNA double strand break repair in Escherichia coli perturbs cell division and chromosome dynamics
**Source:** PLoS Genet. 2020 Jan 2;16(1):e1008473. doi: 10.1371/journal.pgen.1008473
**Supplement:** S1 Table — A list of E. coli strains used in this study.

| Strain  | Genotype                                                                                                                                                                                                                                                                                                                 | Figure                 | Source                             |
|---------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------|------------------------------------|
| MG1655  | F <sup>-</sup> $\lambda$ - <i>ilvG</i> <sup>-</sup> <i>rfb-50 rph-1</i>                                                                                                                                                                                                                                                  |                        | (Blattner, Plunkett et al. 1997)   |
| BW27784 | <i>lacI<sup>q</sup> rrnB3 <math>\Delta</math>lacZ4787 hsdR514 <math>\Delta</math>(araBAD)567 <math>\Delta</math>(rhaBAD)568 <math>\Delta</math>(araFGH) <math>\Phi</math> (<math>\Delta</math>ParaE P<sub>CP18-araE</sub>) ydeV::IS1 valUX<sup>-</sup></i>                                                               |                        | (Khlebnikov, Datsenko et al. 2001) |
| DL1777  | MG1655 <i>fnr-267 lacI<sup>q</sup> lacZ<math>\chi</math>-</i>                                                                                                                                                                                                                                                            | Fig 1, 2, 3, 4, S1, S2 | (Eykelboom, Blackwood et al. 2008) |
| DL2151  | MG1655 <i>fnr-267 lacI<sup>q</sup> lacZ<math>\chi</math>- <math>\Delta</math>sbcDC</i>                                                                                                                                                                                                                                   | Fig 1, 2, 3, 4, S1, S2 | (Eykelboom, Blackwood et al. 2008) |
| DL2859  | MG1655 <i>fnr-267 lacI<sup>q</sup> lacZ<math>\chi</math>- lacZ(L8) lacZ::pal246 cynX::Gm<sup>R</sup></i>                                                                                                                                                                                                                 | Fig 1, 2, 3, 4, S1, S2 | (Eykelboom, Blackwood et al. 2008) |
| DL2874  | MG1655 <i>fnr-267 lacI<sup>q</sup> lacZ<math>\chi</math>- lacZ(L8) <math>\Delta</math>sbcDC lacZ::pal246 cynX::Gm<sup>R</sup></i>                                                                                                                                                                                        | Fig 1, 2, 3, 4, S1, S2 | (Eykelboom, Blackwood et al. 2008) |
| DL4127  | MG1655 <i>fnr-267 lacI<sup>q</sup> lacZ<math>\chi</math> <math>\Delta</math>sfiA</i>                                                                                                                                                                                                                                     | Fig 1, 2, 4, S1,       | (Darmon, Eykelboom et al. 2014)    |
| DL4128  | MG1655 <i>fnr-267 lacI<sup>q</sup> lacZ<math>\chi</math>- <math>\Delta</math>sbcDC <math>\Delta</math>sfiA</i>                                                                                                                                                                                                           | Fig 1, 2, 4, S1,       | (Darmon, Eykelboom et al. 2014)    |
| DL4129  | MG1655 <i>fnr-267 lacI<sup>q</sup> lacZ<math>\chi</math>- lacZ::pal246 <math>\Delta</math>sfiA</i>                                                                                                                                                                                                                       | Fig 1, 2, 4, S1,       | (Darmon, Eykelboom et al. 2014)    |
| DL4130  | MG1655 <i>fnr-267 lacI<sup>q</sup> lacZ<math>\chi</math>- <math>\Delta</math>sbcDC lacZ::pal246 <math>\Delta</math>sfiA</i>                                                                                                                                                                                              | Fig 1, 2, 4, S1,       | (Darmon, Eykelboom et al. 2014)    |
| DL4695  | BW27784 <i>rph<sup>+</sup> ykgC::P<sub>mw1</sub>-lacI-cerulean, tetR-Ypet hupA-mCherry P<sub>BAD</sub>-sbcDC lacZ::pal246 cynX::[(240xtetO)::Gm<sup>R</sup>] mhpC::[(240xlacO)::Km<sup>R</sup>] <math>\Delta</math>lacI lacZ<math>\chi</math>- mhpA::<math>\chi\chi\chi</math> lacZ::<math>\chi\chi\chi</math>::lacY</i> | Fig 5, S3              | (White, Azeroglu et al. 2018)      |

|        |                                                                                                                                                                                                                                                                                                                                                             |           |                                     |
|--------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|-------------------------------------|
| DL4696 | BW27784 <i>rph</i> <sup>+</sup><br><i>ykgC::P<sub>mw1</sub>-lacI-</i><br><i>cerulean,tetR-Ypet</i><br><i>hupA-mCherry P<sub>BAD</sub>-</i><br><i>sbcDC lacZ</i> <sup>+</sup><br><i>cynX::[(240xtetO)::Gm<sup>R</sup>]</i><br><i>mhpC::[(240xlacO)::Km<sup>R</sup></i><br><i>] Δ<i>lacI lacZ</i><sub>χ</sub>- <i>mhpA::χχχ</i></i><br><i>lacZ::χχχ::lacY</i> | Fig 5, S3 | (White,<br>Azeroglu et al.<br>2018) |
|--------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|-------------------------------------|

Gm<sup>R</sup>, gentamycin resistance; Km<sup>R</sup>, Kanamycin resistance; χ, Chi

## References

- Blattner, F. R., G. Plunkett, 3rd, C. A. Bloch, N. T. Perna, V. Burland, M. Riley, J. Collado-Vides, J. D. Glasner, C. K. Rode, G. F. Mayhew, J. Gregor, N. W. Davis, H. A. Kirkpatrick, M. A. Goeden, D. J. Rose, B. Mau and Y. Shao (1997). "The complete genome sequence of *Escherichia coli* K-12." *Science* **277**(5331): 1453-1462.
- Darmon, E., J. K. Eykelenboom, M. A. Lopez-Vernaza, M. A. White and D. R. Leach (2014). "Repair on the Go: *E. coli* Maintains a High Proliferation Rate while Repairing a Chronic DNA Double-Strand Break." *PloS one* **9**(10): e110784.
- Eykelenboom, J. K., J. K. Blackwood, E. Okely and D. R. Leach (2008). "SbcCD causes a double-strand break at a DNA palindrome in the *Escherichia coli* chromosome." *Molecular cell* **29**(5): 644-651.
- Khlebnikov, A., K. A. Datsenko, T. Skaug, B. L. Wanner and J. D. Keasling (2001). "Homogeneous expression of the P(BAD) promoter in *Escherichia coli* by constitutive expression of the low-affinity high-capacity AraE transporter." *Microbiology* **147**(Pt 12): 3241-3247.
- White, M. A., B. Azeroglu, M. A. Lopez-Vernaza, A. M. M. Hasan and D. R. F. Leach (2018). "RecBCD coordinates repair of two ends at a DNA double-strand break, preventing aberrant chromosome amplification." *Nucleic Acids Res* **46**(13): 6670-6682.

# Supplementary material for: DNA double strand break repair in Escherichia coli perturbs cell division and chromosome dynamics
**Source:** PLoS Genet. 2020 Jan 2;16(1):e1008473. doi: 10.1371/journal.pgen.1008473
**Supplement:** S2 Table — A list of publicly accessible data generated in this study.

| <b>Sample</b>                                    | <b>Source</b>              | <b>Identifier</b>           |
|--------------------------------------------------|----------------------------|-----------------------------|
| DL1777 Reference Sequence                        | This work; Fig 3, S2       | GEO Series GSE141011        |
| DL1777 Stationary Phase MFA Biological Repeat 1  | This work; Fig 3, S2       | GEO Series GSE141011        |
| DL1777 Stationary Phase MFA Biological Repeat 2  | This work; Fig 3, S2       | GEO Series GSE141011        |
| DL1777 Stationary Phase MFA Biological Repeat 3  | This work; Fig 3, S2       | GEO Series GSE141011        |
| DL1777 Exponential Phase MFA Biological Repeat 1 | This work; Fig 3, S2       | GEO Series GSE141011        |
| DL1777 Exponential Phase MFA Biological Repeat 2 | This work; Fig 3, S2       | GEO Series GSE141011        |
| DL1777 Exponential Phase MFA Biological Repeat 3 | This work; Fig 3, S2       | GEO Series GSE141011        |
| DL2151 Exponential Phase MFA Biological Repeat 1 | This work; Fig 3, S2       | GEO Series GSE141011        |
| DL2151 Exponential Phase MFA Biological Repeat 2 | This work; Fig 3, S2       | GEO Series GSE141011        |
| DL2151 Exponential Phase MFA Biological Repeat 3 | This work; Fig 3, S2       | GEO Series GSE141011        |
| DL2859 Exponential Phase MFA Biological Repeat 1 | This work; Fig 3, S2       | GEO Series GSE141011        |
| DL2859 Exponential Phase MFA Biological Repeat 2 | This work; Fig 3, S2       | GEO Series GSE141011        |
| DL2859 Exponential Phase MFA Biological Repeat 3 | This work; Fig 3, S2       | GEO Series GSE141011        |
| DL2874 Exponential Phase MFA Biological Repeat 1 | This work; Fig 3, S2       | GEO Series GSE141011        |
| DL2874 Exponential Phase MFA Biological Repeat 2 | This work; Fig 3, S2       | GEO Series GSE141011        |
| DL2874 Exponential Phase MFA Biological Repeat 3 | This work; Fig 3, S2       | GEO Series GSE141011        |
|                                                  |                            |                             |
| DL1777 Cell and Nucleoid Meshes (Oufiti/MATLAB)  | This Work; Fig 1, S1, 2, 4 | 10.6084/m9.figshare.9764975 |
| DL2151 Cell and Nucleoid Meshes (Oufiti/MATLAB)  | This Work; Fig 1, S1, 2, 4 | 10.6084/m9.figshare.9764966 |
| DL2859 Cell and Nucleoid Meshes (Oufiti/MATLAB)  | This Work; Fig 1, S1, 2, 4 | 10.6084/m9.figshare.9764984 |
| DL2874 Cell and Nucleoid Meshes (Oufiti/MATLAB)  | This Work; Fig 1, S1, 2, 4 | 10.6084/m9.figshare.9764963 |
| DL4127 Cell and Nucleoid Meshes (Oufiti/MATLAB)  | This Work; Fig 1, S1, 2, 4 | 10.6084/m9.figshare.9764978 |
| DL4128 Cell and Nucleoid Meshes (Oufiti/MATLAB)  | This Work; Fig 1, S1, 2, 4 | 10.6084/m9.figshare.9764969 |
| DL4129 Cell and Nucleoid Meshes (Oufiti/MATLAB)  | This Work; Fig 1, S1, 2, 4 | 10.6084/m9.figshare.9764981 |
| DL4130 Cell and Nucleoid Meshes (Oufiti/MATLAB)  | This Work; Fig 1, S1, 2, 4 | 10.6084/m9.figshare.9764972 |

# Supplementary material for: DNA double strand break repair in Escherichia coli perturbs cell division and chromosome dynamics
**Source:** PLoS Genet. 2020 Jan 2;16(1):e1008473. doi: 10.1371/journal.pgen.1008473
**Supplement:** S3 Table — A list of software/functions used and generated in this study.

| Software/Function                  | Version                 | Source/Accession                                                                                                                          |
|------------------------------------|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------|
| getExtraDataLoop                   |                         | This Work;<br><a href="https://github.com/mwhite4/ColiCellCycle_OuftiAnalyses">https://github.com/mwhite4/ColiCellCycle_OuftiAnalyses</a> |
| getCellLengths1or2Nucleoids        |                         | This Work;<br><a href="https://github.com/mwhite4/ColiCellCycle_OuftiAnalyses">https://github.com/mwhite4/ColiCellCycle_OuftiAnalyses</a> |
| getMidCellWidths                   |                         | This Work;<br><a href="https://github.com/mwhite4/ColiCellCycle_OuftiAnalyses">https://github.com/mwhite4/ColiCellCycle_OuftiAnalyses</a> |
| avgCellCycleFromSnapshot_demograph |                         | This Work;<br><a href="https://github.com/mwhite4/ColiCellCycle_OuftiAnalyses">https://github.com/mwhite4/ColiCellCycle_OuftiAnalyses</a> |
| Matplotlib                         | V2.0                    | matplotlib.org                                                                                                                            |
| fitderiv                           | v1.03                   | (Swain, Stevenson et al. 2016)                                                                                                            |
| MetaMorph                          | v7                      | Molecular Devices                                                                                                                         |
| Autoquant                          | X2                      | Mediacy                                                                                                                                   |
| MATLAB                             | vR2017a<br>&<br>vR2018a | Mathworks                                                                                                                                 |
| OUFTI                              |                         | (Paintdakhi, Parry et al. 2016)                                                                                                           |
| FIJI                               | v2.0.0                  | (Schindelin, Arganda-Carreras et al. 2012)                                                                                                |
| Burrows-Wheeler Aligner (BWA-MEM)  |                         | <a href="http://bowtie-bio.sourceforge.net/bowtie2/index.shtml">http://bowtie-bio.sourceforge.net/bowtie2/index.shtml</a>                 |
| SAMtools                           |                         | (Li, Handsaker et al. 2009)                                                                                                               |

## References

- Li, H., B. Handsaker, A. Wysoker, T. Fennell, J. Ruan, N. Homer, G. Marth, G. Abecasis, R. Durbin and S. Genome Project Data Processing (2009). "The Sequence Alignment/Map format and SAMtools." *Bioinformatics* **25**(16): 2078-2079.
- Paintdakhi, A., B. Parry, M. Campos, I. Irnov, J. Elf, I. Surovtsev and C. Jacobs-Wagner (2016). "Oufti: an integrated software package for high-accuracy, high-throughput quantitative microscopy analysis." *Mol Microbiol* **99**(4): 767-777.
- Schindelin, J., I. Arganda-Carreras, E. Frise, V. Kaynig, M. Longair, T. Pietzsch, S. Preibisch, C. Rueden, S. Saalfeld, B. Schmid, J. Y. Tinevez, D. J. White, V. Hartenstein, K. Eliceiri, P. Tomancak and A. Cardona (2012). "Fiji: an open-source platform for biological-image analysis." *Nat Methods* **9**(7): 676-682.
- Swain, P. S., K. Stevenson, A. Leary, L. F. Montano-Gutierrez, I. B. Clark, J. Vogel and T. Pilizota (2016). "Inferring time derivatives including cell growth rates using Gaussian processes." *Nat Commun* **7**: 13766.

How the deposited data were processed for this re-analysis (not part of the article)

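Genomic DNA of 15 *E*. *coli* cultures was compared, 3 exponentially growing cultures of each of 4 strains and 3 stationary-phase cultures of the SbcCD+ *lacZ*+ strain. Each culture was sequenced as 1 library, and replicates were not pooled. According to the methods, paired-end reads with adapters removed were aligned with BWA-MEM to the draft genome of the SbcCD+ *lacZ*+ strain (DL1777), and SAMtools mpileup counted the reads at each base. The authors deposited the coverage of each base in order, as whole numbers that are not scaled for library size, with 0.1 in place of 0 at bases without a read, which 10 of the 15 cultures hold. The scaling and the normalization described in the methods were not applied in the deposited coverage and were repeated here. No 2 of the files were alike among 105 pairs.

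Mean coverage per culture was 422 to 722 reads per base and the highest value at a single base was 2431. Coverage sums overlapping reads, so neighbouring bases are not independent, and precision is given as the SD between cultures. The fits of rate and termination were tested on simulated depth, where the largest errors were 0.153% and 0.239 kb at a mean depth of 500 reads per base and 1.26% and 0.106 kb at 50. The test of 10 kb bins was also tested on simulated depth. Of 46 changed bins among 463, it recovered 11, 36 and 44 at changes of 0.05, 0.1 and 0.2 log2, with 2 false calls at 0.2 log2 and 0 at the smaller changes.

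Each base was divided by the total of its culture and by the mean of the 3 stationary-phase cultures scaled the same way, and the values were taken to log2 without a pseudocount. Bases without a read in the culture were left out. The reference was not filtered in this way. It kept the 0.1 at the 3 bases without a read in each of stationary-phase replicates 1 and 3. Lines were fitted by least squares to single bases over the windows in the methods, 1580001 to 3835000 for the left replichore and 4324500 through the end of the sequence to 1277500 for the right replichore. A rate is 1 divided by the slope and the doubling time of 17.4 min, termination is where the lines meet, and the time is the distance from *oriC* divided by the rate, averaged over the left and right replichores. With ectopic initiation, the right fork of DSBR cultures was taken to end at TerA and the left fork at TerB. Loci were placed from the coverage notch at *lacZ*, the distances in the methods and the marks in Figs 3B and 3D.

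The 3 cultures of the SbcCD+ *lacZ*::palindrome strain, which undergo DSBR, were compared with the 9 cultures of the 3 control strains, as in Fig 3B. Single measures were compared with exact two-sided permutation tests. Bins of 10 kb were compared with limma in a model of the 4 strain means, with Benjamini-Hochberg adjustment and a threshold of 0.05. The loci that the text names were set by a rule made before the data were examined, namely the loci in the paper and the 3 largest rises and 3 largest falls among bins past the threshold that changed the same way in all 3 DSBR cultures. The pairing of cultures comes from the replicate numbers in the sample labels. The paper does not say whether cultures with the same number were grown or sequenced together.

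The alternatives were other scalings, references, bin sizes, windows, line fits, controls and thresholds, the replicate block, and leaving out each culture in turn. The settings that keep bases without a read at 0.1 and that extend the right window toward *oriC* were added after the data were seen. GC content was not tested, since no genome sequence was used here. Microscopy and flow cytometry were not analysed here, apart from the relative ages at initiation in Fig 2A, which were used to convert depth to copies per cell. The work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and in R 4.3.3 with limma 3.58.1.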

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

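The test of the scaling was set before its result was seen, and the other tests in this part were chosen only after it.

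Reads were found in sequences that the strains lack, in all 6 cultures with the *sbcDC* deletion and in 4 of the 6 with a gap at *cynX*, which the paper does not report. The 6 SbcCD- cultures carry a deletion of *sbcDC*, where coverage from 411947 to 416080 was lost. The shares that follow leave out the ends of each gap and take the deposited values as they are, with 0.1 at bases without a read. As a percent of the flanking depth, coverage inside it was 0.323, 0.473 and 0.160 in replicates 1, 2 and 3 of the SbcCD- *lacZ*+ strain and 0.614, 0.190 and 0.0988 in those of the SbcCD- *lacZ*::palindrome strain. A gap from 359558 to 359673 in both palindrome strains, which carry a marker at *cynX*, held 0.0146, 0.636 and 0.0420 percent of the flanking depth in the cultures undergoing DSBR and 0.800, 0.0161 and 0.151 percent in the SbcCD- *lacZ*::palindrome cultures. In the exponential cultures without that gap the same bases held 95.6 to 99.1 percent. The shares of 0.0146 and 0.0161 percent are made up of the 0.1 alone, and those 2 cultures had 0 of 96 bases with reads in that gap. The others had reads at 96, 9, 96 and 55 of the bases, in the order given. With bases without a read counted as 0, a count made after the data were seen, their shares were 0.636, 0.0213, 0.800 and 0.143 percent, and those in the *sbcDC* deletion were 0.319, 0.472, 0.152, 0.614, 0.182 and 0.0835 percent. Reads of similar sequences elsewhere in the genome would give a like share in each SbcCD- culture, but at the deletion the largest share was 6.22 times the smallest, or 7.35 times with bases without a read counted as 0. DNA or reads of another culture mixed into the library would lie along the whole deletion, and in the culture with the most reads 100% of its pieces of 500 bp held reads. In the culture with the fewest reads it was 62.5%. Mixing therefore remains a candidate explanation, whether it arose in growth, in DNA preparation or in sequencing. No biological explanation was tested. No interval is given for these shares, because coverage counts a read at every base that it spans.

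The log2 normalized depth between *lacZ* and TerA of replicate 3 of the SbcCD+ *lacZ*+ strain, -0.50, lay apart from those of the other 8 control cultures, which ran from -0.55 to -0.53. Its gap to the nearest culture was 0.544 of the whole range, above the critical value of Dixon's test for 9 samples. It was 1 of 11 measures tested in the control cultures, and chance alone sets a culture apart in about 1 in 20 measures. The mean depth of the culture, 523 reads per base, lay within the 452 to 601 of the control cultures, so an unusual library depth was not borne out. With scaling by median depth or by the 100 kb around *oriC*, the largest gap among the control cultures was 0.155 of the range and belonged to another culture. The scaling by total depth is therefore a candidate explanation. No biological explanation was tested.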

How the results depend on the processing

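The alternatives were set before the data were examined, except the bases without a read kept at 0.1 and the right window extended toward *oriC*, which were chosen after the data were seen. Of 403 alternatives to the 15 main results, 379 kept the direction and the side of the threshold. Counts had to stay within 1.5 times the first value. Single measures compared with 1 control strain carry no test and had to stay within the SD of the DSBR cultures. The changes of the right rate (-8.15% to -5.72%), the termination position (89.5 to 126 kb), the ectopic replication time (-2.0 to -0.818 min), *lacZ* depth (-0.31 to -0.21 log2) and the terminus excess (0.061 to 0.081 log2) met these conditions under all of theirs. Scaling cannot move rates, termination, times, the left slope, the terminus excess, the *oriC* to *dif* ratio or the *lacZ* to *oriC* ratio. Division by a stationary-phase reference common to all cultures cannot move the counts of bins. It can hardly move the differences in *lacZ* depth, in depth from *lacZ* to TerA or in the terminus excess. The same holds for the differences in left replichore depth and left slope. Those alternatives show no stability there, and the 379 include outcomes fixed in this way. With the same-numbered stationary-phase culture as reference 56 bins (12.1%) changed. The sign of the ectopic time rests on the end points given only to DSBR cultures. The range of the shift of termination leaves out fits to parts of the right window. These gave 56.5 kb past *lacZ* and -10.8 kb, with an SD of 142 kb in DSBR cultures, before it. The range of the right rate leaves them out too, and they reversed its sign. The rate was 3.52% higher in DSBR cultures before *lacZ* (exact permutation p = 0.664) and 2.17% higher past it (exact permutation p = 0.127). A line with a step at *lacZ*, also left out, gave a rate 2.16% higher (exact permutation p = 0.209). The meeting point in the controls moved from 0.214 kb to -49.8 kb with a Theil-Sen line and to -50.5 kb with the right window extended.

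With the right window extended, the left minus right rate in the controls reversed to -0.100 kb/s and the replication time without ectopic initiation changed by 0.486 min (exact permutation p = 0.314). That time changed by 0.452 min from the left replichore only (exact permutation p = 0.177). Over its alternatives the p ran from 0.00455 to 0.314. Scaling by median depth brought the left replichore change past the threshold, at 0.033 log2 (exact permutation p = 0.00455, range over its alternatives up to 0.636). Scaling around *oriC* left the change from *lacZ* to TerA at -0.044 log2 (exact permutation p = 0.132, the highest over its alternatives). The p of 0.132 here and that of 0.177 for the left replichore only come from tests without the replicate block. Cultures with the same number were correlated, so these tests do not show that the changes would be lost with the block. The change of the *lacZ* to *oriC* ratio was -0.22 log2 with the SbcCD+ *lacZ*+ strain as the only control and -0.25 with the SbcCD- *lacZ*+ strain, both untested and farther from the first value than that SD. The cause was not tested for any of these.

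The share of bins changed by DSBR, 17.3% or 80 of 463, was 2.66% in 1 kb bins, 26.8% (124 bins) with scaling by median depth, 2.81% (13 bins) with scaling around *oriC* and 6.05% (28 bins) at an adjusted p of 0.01. With the SbcCD+ *lacZ*+, SbcCD- *lacZ*+ or SbcCD- *lacZ*::palindrome strain as the only control it was 10.4% (48 bins), 9.94% (46 bins) or 6.48% (30 bins). Median scaling made 51.6% of the changed bins higher, against 17.5%. The share of bins that differ between control strains, 0.216%, was 0.0649% in 1 kb bins (3 of 4625) and 1.08% in 50 kb bins (1 of 93). The cause was not tested.

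With 1 culture at a time left out, 15 fits per result, the left rate changed by 2.13% to 3.56%, the left slope by 0.0164 to 0.0270 log2 per Mb, the time without ectopic initiation by 0.567 to 1.00 min, the *oriC* to *dif* ratio by -0.12 to -0.074 log2 and 8.21% to 21.8% of the bins. Each of these lost its side of the threshold, or for the bins its size, in at least 1 fit. The left rate is derived from the slope over the same window, so it and the left slope are not separate evidence. The cause was not tested.

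Of the single bins, that from 410001 to 420000 reversed to -0.17 log2 against the SbcCD+ *lacZ*+ strain as the only control, which has no *sbcDC* deletion. The bin of TerA, at -0.0092 log2 and never past the threshold, reversed to 9.2e-04 under median scaling, 0.011 under scaling around *oriC* and 0.0039 against the SbcCD- *lacZ*::palindrome strain, and ran from -0.032 to 0.012 with 1 culture left out. Among the other alternatives for single bins, 5 were weaker and 3 stronger.

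On simulated depth 23.9% of the bins changed by 0.05 log2 were recovered, so bins with smaller changes are mostly missed.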

Differences from the paper's values

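The paper states a reduction of the right replichore rate of ~10% (the paper's value, given as approximate and without an error), and the reduction here was 7.73%. The paper's rates of ~1.2 and 1.1 kb/s are rounded, and the rates here, 1.18 kb/s in the controls and 1.09 kb/s under DSBR, round to the same values. None of the 27 alternatives set before the data were examined came within the SD between cultures of exactly 10%, and their values ran from 6.84% to 8.15%.

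For the shorter replication time with ectopic initiation, the paper's value is 30 s and the value here 84.4 s. Of the 29 alternatives set before the data were examined, 1 closed the gap. With the time taken from the slower of the 2 replichores the reduction was 49.1 s, within the SD between cultures of the paper's value. The same setting takes the increase without ectopic initiation to 73.8 s, farther than that SD from the paper's value of 30 s, so it does not reach both values. The other alternatives did not close the gap, and all 29 ran from 49.1 to 120 s.

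The paper finds neither change of the replication time significant. Here the change without ectopic initiation passed the 0.05 threshold against the 9 controls (exact permutation p = 0.0136) and not in the 4-strain test (permutation p = 0.140). The change with ectopic initiation passed both (exact permutation p = 0.00455, 4-strain permutation p = 0.0262), but only DSBR cultures are given the shorter distances, so this p rests on that assumption and is not evidence against the paper's statement. Controls given the same end points would take 29.8 to 29.9 min as strain means, against 30.6 min under DSBR. From the left replichore only, the change without ectopic initiation did not pass against the controls either (exact permutation p = 0.177, without the replicate block).

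The values here for the controls, 32.0 to 32.1 min per strain, exceed the paper's value of 30 min by more than the SD between cultures, which was 0.302 to 0.600 min. The increase without ectopic initiation was 50.7 s against the paper's value of 30 s, within the SD between cultures. The distance from TerA to TerB was 319 kb by the marks in Fig 3D, and the paper's value in the text is 267.4 kb.

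The paper states more copies across the left replichore under DSBR. The increase here, 0.023 log2, did not pass the threshold (exact permutation p = 0.127), and it passed with scaling by median depth (exact permutation p = 0.00455). With scaling around *oriC*, at 0.043 log2, it did not pass.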

Other observations

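All tests in this part were chosen after the results that they concern were seen.

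The lower rate fitted to the right replichore under DSBR may reflect a step in copy number at *lacZ* and not slower forks along the arm. A line with a step at *lacZ* was fitted, without the 200 kb on either side of it. The rate was then 1.01 ± 0.0151 kb/s (SD, n = 3) in DSBR cultures and 0.992 ± 0.0267 kb/s (SD, n = 9) in the controls, a difference of 2.16% (exact permutation p = 0.209). The step was 0.065 ± 0.0189 log2 (SD, n = 3) in DSBR cultures and 0.17 ± 0.0284 log2 (SD, n = 9) in the controls. Its difference of -0.10 log2 (exact permutation p = 0.00455) corresponds to 1.81 min at the doubling time. The step is upward in the controls too, so the profile of the arm is not straight without DSBR and the model is a rough one. Fitted separately, the part before the region of *lacZ* gave a change of 3.52% (exact permutation p = 0.664) and the part past it 2.17% (exact permutation p = 0.127). The rate before the region of *lacZ* varied widely, with an SD of 0.181 kb/s in DSBR cultures, so a slower fork there is not excluded.

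Library depth was weighed as a technical explanation for the lower right rate. The deepest and the shallowest DSBR library gave changes of -7.17% and -9.13%. They differ by 1.96 percentage points, more than the SD of 1.36% between control cultures, so this comparison alone could not rule out an influence of depth. With all libraries thinned at random to a mean depth of 422 reads per base the change was -7.68% (exact permutation p = 0.00455), against -7.73% at full depth. Thinning removes reads at random and leaves any bias that goes with a library in place, so it speaks only to the number of reads, and a bias of single libraries could still contribute.

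The faster left replichore in the controls depends on where the fit windows begin. With the left window shortened the left rate remained higher, by 0.0736 kb/s, which goes against unequal windows as the explanation. With the right window extended the difference was -0.100 kb/s, which is consistent with it. The results of these tests point in opposite directions, and no statement on the speed of the forks is drawn from them.

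The rise in the terminus under DSBR may have a border at TerA. The change rose by 0.088 ± 0.0308 log2 (SD, n = 3) from the 50 kb outside to the 50 kb inside TerA (exact permutation p = 0.00455), in each of the 3 DSBR cultures. Of 71 other places between *dif* and the region of *lacZ*, at least 100 kb from TerA, 0 had a step as large, and the largest was 0.028 log2. Places before *lacZ* and up to 200 kb past it, where the change itself is steep, were not among them. At TerB the step was 0.012 ± 0.0586 log2 (SD, n = 3, exact permutation p = 0.623), and 25 of 203 other places on its arm had a step as large. It was 0.080, -0.019 and -0.024 log2 in DSBR replicates 1, 2 and 3. The cultures went both ways, so their mean does not decide whether a border lies at TerB. Whether the steps at TerA and TerB differ was not tested. The positions come from marks in a figure, and GC content was not tested, so the border at TerA stays a hypothesis that cannot be told apart from a local sequencing bias between cultures.

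The number of changed bins was compared with other ways to choose 1 culture of each replicate number. Of the 64 splits, 1, the real one, gave 80 or more changed bins, and the next largest gave 5. For the control strains, 4 of the 36 splits within replicate numbers gave as many as the 1 bin found, which holds the *sbcDC* deletion.

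An effect of the palindrome that needs SbcCD was tested as the effect in SbcCD+ minus the effect in SbcCD- cultures, for 11 measures over 924 splits of the 12 cultures. For *lacZ* depth the effects were -0.27 and -0.033 log2, a difference of -0.24 log2 (exact permutation p = 0.156). With log2 library depth as a covariate the difference was -0.23 log2, so adjustment for depth hardly changed it. With 3 cultures per strain this fit does not rule depth out as a source. Over the 11 measures the exact p ran from 0.0801 to 0.413 and the Benjamini-Hochberg adjusted p from 0.245 to 0.413, and 0 measures passed at either an adjusted or an unadjusted p of 0.05. In 168 of the splits (18.2%) the 3 DSBR cultures fall on the same side and give about the same difference, so this test could hardly have passed and its p says little. A direct comparison speaks more clearly for *lacZ* depth. The DSBR cultures lay at -0.16 to -0.11 log2 and the SbcCD- *lacZ*::palindrome cultures, which carry the same palindrome, at 0.098 to 0.12 log2 (4-strain test permutation p = 0.00286), so the larger fall at *lacZ* was seen with SbcCD present. The 4-strain test does not compare these strains alone.

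In the stationary-phase cultures the bases from 359558 to 359673 held 75 to 79 percent of the flanking depth. The exponential cultures of the same strain held 98.7 to 99.1 percent. No explanation was tested.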
